# Hypoxic pregnancy promotes fibrosis and increases stress metabolites in the ovine fetal liver

**DOI:** 10.1113/JP288724

**Published:** 2025-05-05

**Authors:** Molly M. McGuckin, Dong Wang, Jasmine Ortiz, Evgenia Dobrinskikh, Wen Tong, Kimberley J. Botting‐Lawford, Youguo Niu, Dino A. Giussani, Stephanie R. Wesolowski

**Keywords:** fetal, hypoxemia, metabolism

## Abstract

**Abstract:**

Fetal chronic hypoxia is a common pregnancy complication associated with fetal growth restriction. Growth‐restricted offspring have a higher risk for liver metabolic disease. Our objective was to better understand how chronic hypoxia impacts the developing fetal liver. We hypothesized that hypoxia promotes hepatocellular injury, shifts nutrient metabolism, and activates energetic and oxidative stress in the fetal liver. We used an ovine model of chronic hypoxia where pregnant ewes were housed under normoxic (CON) or hypoxic (HOX) conditions for 30 days in late gestation. Fetal liver was obtained, histologically analysed and profiled using bulk‐RNA sequencing and metabolomics. Nutrient and oxidative stress signalling pathways were also measured. HOX fetuses had greater hepatic periportal collagen deposition. Metabolomics and transcriptomics predicted disruptions in central carbon metabolism, mitochondrial dysfunction and decreased oxidative phosphorylation. In support, we found potentiation of the gluconeogenic pathway and increased lactate production, pyruvate oxidation and AMPK activation. By contrast to the predicted effects, hypoxic livers maintained mitochondrial oxidation and antioxidant capacity. Interestingly, acylcarnitines were increased, yet hepatic triglyceride content was similar. Although there was little activation of oxidative stress markers, such as lipid peroxidation or oxidized glutathione, we uncovered a unique profile of liver stress‐related metabolites in association with periportal collagen. Thus, hypoxic pregnancy increased fetal hepatic collagen deposition, indicating liver injury, in association with a unique profile of liver stress metabolites and adaptations in central carbon metabolism. These results provide new insight into how chronic fetal hypoxia may initiate fibrotic and metabolic liver disease risk in offspring of adverse pregnancy.

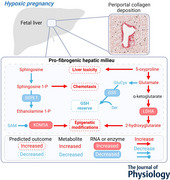

**Key points:**

- Chronic exposure to hypoxic pregnancy increased fetal hepatic collagen deposition, indicating hepatocellular injury.
- Hypoxic fetal livers had a unique profile of stress metabolites and adaptations in central carbon metabolism.
- This provides new insight into how hypoxia, a common pregnancy complication associated with fetal growth restriction, may initiate fibrotic and metabolic liver disease risk.

## Introduction

Fetal chronic hypoxia is a feature of high‐altitude pregnancy and sea level pregnancy complicated by placental insufficiency, pre‐eclampsia and other conditions that increase placental vascular resistance (Ducsay et al., 2018; Giussani, 2016). Fetal growth restriction (FGR) is a frequent consequence of adverse pregnancy, and offspring born with FGR have an increased life‐long risk of developing cardiometabolic disease (Giussani, 2021; Jornayvaz et al., 2004; Mericq et al., 2017; Nobili et al., 2008) and liver disease associated with fibrosis, such as total parenteral nutrition‐induced neonatal cholestasis (Champion et al., 2012; Feldman & Sokol, 2019). Individuals born with FGR also have dysregulated hepatic glucose production as neonates (Cowett et al., 1983; Kalhan et al., 1986), higher rates of hepatic insulin resistance (Brons et al., 2008, 2022; Dufour & Petersen, 2011; Stefan et al., 2004) and steatotic liver disease with higher hepatic fibrosis scores as children and adults (Newton et al., 2017; Nobili et al., 2008). However, it remains unclear how fetal chronic hypoxia during FGR initiates metabolic disease risk in the fetal liver.

As in the adult, the fetal liver is a metabolic hub, co‐ordinating the metabolism of glucose, lactate, amino acids and lipids based on the incoming supply with the metabolic demands of the liver and extrahepatic tissues. Notably, the fetal liver receives the first pass at nutrient‐ and oxygen‐rich umbilical venous blood from the placenta. This makes the fetal liver vulnerable during hypoxic conditions when oxygen supply is decreased and the nutrient *milieu* is altered (Jones et al., 2021). In a sheep model of placental insufficiency‐induced FGR, with chronic and progressive reductions in oxygen and nutrient transport to the fetus, these fetuses show an early activation of hepatic gluconeogenic gene expression and glucose production (Brown et al., 2024; Thorn et al., 2013). To tease apart the effect of reduced oxygen supply, prior studies showed that experimental hypoxia for 10 days in late gestation fetal sheep potentiated hepatic gluconeogenic gene expression (Jones et al., 2019). In guinea‐pigs, gestational hypoxia also increases lipid peroxidation and glutathione content in the fetal liver (Al‐Hasan et al., 2013; Hashimoto et al., 2012; Oh et al., 2008) and produces liver tissue damage in postnatal offspring (Sarr et al., 2016). Furthermore, FGR offspring, across models, are at increased risk for developing mitochondrial dysfunction (Pendleton et al., 2021). However, there are gaps in our understanding of how exposure to chronic hypoxia *in utero* may trigger metabolic adaptations in the fetal liver that contribute to liver metabolic disease risk throughout the lifespan of exposed offspring.

The objective of this study was to delineate how chronic hypoxia disrupts metabolism and development in the fetal liver *in utero*. We hypothesized that hypoxia promotes hepatocellular injury, shifts nutrient metabolism and activates energetic and oxidative stress signalling pathways in the fetal liver. This was tested using an established ovine model of isobaric hypoxic pregnancy for 30 days during late gestation (Allison et al., 2020, 2016; Botting et al., 2020; Brain et al., 2015, 2019; Tong et al., 2022), providing a longer duration over previous 10 day hypoxia models (Jones et al., 2021, 2022). Furthermore, this longer‐term hypoxic pregnancy model isolates the contribution of hypoxia, which is confounded with reduced nutrient supply in placental insufficiency models (Kyllo et al., 2023). To investigate the effect of hypoxic pregnancy, we utilized comprehensive fetal liver histopathology analysis, unbiased metabolomic and transcriptomic profiling and confirmation experiments focused on nutrient‐ and oxidative stress signalling mechanisms. We also determined the relationship between putative causative factors that may initiate fetal hepatocellular injury. Results from these integrative approaches advance our understanding of the impact of chronic hypoxia on the developing fetal liver.

## Methods

### Ethical approval

Animal procedures were conducted at the Barcroft Centre of the University of Cambridge and approved by the Ethical Review Board of the University of Cambridge (Home Office Project Licence PP6755721). Research was conducted and reported in adherence to the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines (Percie du Sert et al., 2020).

### Ovine model of hypoxic pregnancy

The hypoxic pregnancy model and animals used in the present study have been previously reported (Allison et al., 2020, 2016; Botting et al., 2020; Brain et al., 2015, 2019; McGillick et al., 2017; Tong et al., 2022), yet our study is the first to measure outcomes in the fetal liver. In brief, pregnant Welsh Mountain ewes carrying singletons were studied. Ewes were fed a maintenance diet daily and had free access to water. Feed intake and medical records were maintained daily, along with maternal body weight measurements. Beginning at 105 days gestational age (dGA) (term is ∼147 days), ewes were randomly assigned to hypoxic (HOX; *n* = 7) or normoxic (CON; *n* = 9) pregnancy, after which the study was performed unblinded to maintain experimental conditions. Hypoxic pregnancy in late gestation was induced by housing ewes in bespoke isobaric hypoxic chambers to maintain the HOX group at 10% inspired O_2_ or atmospheric O_2_ for CON (Allison et al., 2020, 2016; Botting et al., 2020; Tong et al., 2022).

### Blood analysis and tissue collection

At 138 dGA, hypoxic ewes were removed from the chambers and maintained at 10% O_2_ in a transport cart until the time of death and were humanely killed by intravenous overdose of sodium pentobarbitone (0.4 mL kg^−1^; Pentoject; Animal Ltd, York, UK). Maternal and fetal arterial blood samples were collected to measure haemoglobin as previously reported (Tong et al., 2022). Fetuses were delivered by hysterectomy and organs were weighed. Fetal liver tissue was isolated and fixed in 4% paraformaldehyde for histology or flash frozen in liquid nitrogen and stored at −80°C. End‐points were carefully selected to prevent confounding factors such as changes in glucose metabolism and cortisol spikes that occur closer to term (Fowden et al., 1996).

### Histological analysis

Formalin‐fixed and paraffin‐embedded liver tissue was used for histological analysis, as previously described (Nash et al., 2023). Tissue sections were cut to 5 µm thickness and placed on glass slides. Samples were deparaffinized, hydrated and stained with haematoxylin and eosin (H&E) (VectorLabs, Newark, CA, USDA; no. H‐3502) to identify liver morphology or picrosirius red (PSR) (Polysciences, Inc., Warrington, PA, USA; no. 24901) to stain total collagen. Tissue sections were scanned using Aperio CS2 Digital Pathology Slide Scanner (Leica Biosystems, Deer Park, IL, USA) at 40× magnification. Representative 500 µm ^2^ fields of view containing one portal triad (PT) and central vein (CV) region were taken (10–15 fields of view per region) in QuPath, version 0.4.2 (Bankhead et al., 2017) and exported to ImageJ (NIH, Bethesda, MD, USA) to quantify the PSR staining area. The average PSR‐stained area was calculated as the percentage of stained pixels relative to total area for all PT and CV regions per animal. One animal was excluded from histological analysis as a result of error in sample preparation.

To quantify fibrillar collagen, we performed second harmonic generation (SHG) imaging on unstained paraffin tissue sections, as previously described (Nash et al., 2021). The SHG signal was acquired using a Zeiss 780 LSM laser‐scanning confocal/multiphoton‐excitation fluorescence microscope (Carl Zeiss, Oberkochen, Germany). Imaging settings were configured to maximize signal‐to‐noise ratio and avoid signal saturation. Settings were kept constant for comparative imaging and analysis. Two percent of a two‐photon Mai Tai (Spectra‐Physics, Milpitas, CA, USA) laser tuned to 800 nm was used for excitation and emission signals corresponding to autofluorescence and SHG. Signals were detected simultaneously with non‐descanned detectors and processed using Zeiss Zen 2012 software. Ten to fifteen 500 µm ^2^ fields of view containing one PT or one CV were obtained for each sample. Images were analysed with ImageJ to quantify SHG signal area and intensity, and averages were calculated for all PT and CV regions per animal.

### Targeted metabolomics analysis

Semi‐targeted metabolomic profiling was performed in liver tissue samples, as previously described (Brown et al., 2024; Nash et al., 2023). Frozen ground liver tissue (25 mg) samples were extracted in ice‐cold lysis buffer 5:3:2 MeOH:MeCN:water via vortexing for 30 min at 4°C followed by centrifugation (18 000 ***g*** for 10 min at 4°C). Samples were analysed using a Vanquish UHPLC paired with a Q Exactive MS (Thermo Fisher Scientific, Waltman, MA, USA) at the University of Colorado Metabolomics Core (Aurora, CO, USA). Peak intensity values were assigned using MAVEN (Princeton University, Princeton, NJ, USA), as previously described (Brown et al., 2024; Nash et al., 2023). Data were processed using log‐transformation and auto‐scaling in MetaboAnalyst, version 6.0 (Pang et al., 2024). Multivariate principal component analysis was performed using partial least squares discrimination (PLS‐DA) and variable in projection (VIP) scores were based on PLS‐DA to identify the most influential metabolites. Select metabolites and ratios were calculated using raw abundance and compared using the Student's *t* test or the Mann–Whitney *U* test, as appropriate.

### Triglyceride assay

Frozen fetal liver was homogenized for extraction of lipids and triglyceride content was measured using Infinity Triglyceride Reagent (Thermo Fisher Scientific; no. TR22421) (McCurdy et al., 2009; Thorn et al., 2014). Triglyceride content was normalized to tissue weight.

### Gene expression

Frozen fetal liver tissue was homogenized in TRIzol (Qiagen, Valencia, CA, USA; no. 15596026), and RNA was extracted using the RNeasy mini spin columns kit (Qiagen). Bulk RNA sequencing was conducted at the University of Anschutz Medical Campus Genomics and Microarray Core (Aurora, CO, USA). Total RNA integrity was measured using the TapeStation 4200 (Agilent, Carpinteria, CA, USA), and RIN values ranged from 6.9 to 8.0. Libraries were constructed using 100 ng of total RNA using the Universal Plus mRNA library prep kit (Tecan, Redwood City CA, USA; no. 0508). PolyA‐enriched RNAs were sequenced at a depth of 80 million paired end reads at 2 × 150 bp using the NovaSEQ 600 (Illumina, San Diego, CA, USA). Mean quality score per sample ranged from 35.33 to 35.44 and >90% of reads had a quality score >30. Sequences were mapped to the *Ovis aries* reference genome (ARS‐UI_Ramb_v1.0) and *O. aries rambouillet* annotation file (Ensembl) using the STAR computation pipeline (Dobin & Gingeras, 2015). The average number of total reads per sample was 58 164 696 reads, and 66% of input reads were uniquely mapped to the reference genome. Official HUGO gene symbols were confirmed for existing genes and updated for genes with >80% homology to human homolog using BioMart (Ensembl). Gene expression analysis was conducted using R package DEseq2 (Love et al., 2014). Genes were filtered and excluded if raw reads were <250 for more than half the samples leaving 8727 expressed genes (26 478 total genes). False discovery rate (*Q* value) was calculated using the Benjamini–Hochberg procedure, and differentially expressed genes (DEGs) were declared significant when *Q* < 0.15.

### Predicted pathway enrichment

Ingenuity pathway analysis (Qiagen) was used to predict canonical pathways enriched in DEGs using log fold changes and *Q* values. The list of genes that passed expression filtering was used as reference. Pathways were considered enriched when *P* < 0.05 with predicted pathway activation indicated by positive or negative *Z*‐score. Upstream regulators were predicted (*P* < 0.05) in the following categories: cytokine, enzyme, growth factor, kinase, peptidase, phosphatase, transcription regulator, translation regulator or transporter. Positive *Z*‐scores indicate predicted pathway activation, and negative *Z*‐scores indicate predicted inhibition. We used the MetaboAnalyst Pathway Joint Analysis module to predict impacted metabolic pathways (*P* < 0.05), using the DEGs and the 40 metabolites with the highest‐ranking VIP scores.

### Western immunoblotting

Liver protein lysates were prepared as previously described (Brown et al., 2024; Jones et al., 2019). Protein concentrations were measured using the Pierce BCA Protein Assay (Thermo Fisher Scientific; no. 23225). Primary antibodies were AMP‐activated protein kinase (AMPK; dilution 1:1000; Cell Signaling, Danvers, MA, USA; no. 2532), phosphorylated AMPK^Thr172^ (ph‐AMPK; dilution 1:1000; Cell Signaling; no. 2531S), mammalian target of rapamycin (mTOR; dilution 1:500; Cell Signaling; no. 4517), phosphorylated mTOR^Ser2448^ (ph‐mTOR; dilution 1:500; Cell Signaling; no. 2971), eukaryotic translation initiation factor 4E binding protein 1, (4EBP1; dilution 1:1000; Cell Signaling; no. 9452), phosphorylated 4EBP1^Thr39/49^ (ph‐4EBP1; dilution 1:1000; Cell Signaling; no. 9459), ribosomal protein S6 (S6; dilution 1:1000; Cell Signaling; no. 2217), phosphorylated S6^Ser235/236^ (ph‐S6; dilution 1:1000; Cell Signaling; no. 2211), glucose‐6‐phosphatase catalytic subunit 1 (G6PC; dilution 1:500; Abcam, Cambridge, UK; no. ab83690), phosphoenolpyruvate carboxykinase 1 (PCK1; dilution 1:1000; Abcam; no. 70358), pyruvate dehydrogenase (PDH; dilution 1:500; Abcam; no. 110330), phosphorylated PDH^Ser293^ (ph‐PDH; dilution 1:500; Abcam; no. 92696), lactate dehydrogenase A (LDHA; dilution 1:1000; Cell Signaling; no. 47010), total OXPHOS antibody cocktail (OXPHOS; dilution 1:1000; Abcam; no. ab110413), nuclear factor erythroid 2‐related factor 2 (NRF2; dilution 1:1000; Invitrogen, Waltham, MA, USA; no. PA5‐27882), superoxide dismutase 2 (SOD2; dilution 1:1000; Millipore, Burlington, MA, USA; no. 06‐984) and NADPH quinone dehydrogenase 1 (NQO1; dilution 1:1000; Cell Signaling; no. 62262S). Antibody specificity was verified by a single band at the expected molecular weight and using antibodies previously validated in the sheep (Brown et al., 2024; Jones et al., 2022). Total protein was quantified with Revert 700 Total Protein Stain (LI‐COR, Lincoln, NE, USA; no. 926‐11010) and used for normalization of target bands. Protein bands were visualized using IRDye 800CW goat anti‐Rabbit IgG (LI‐COR; no. 926‐32211) or IRDye 680RD goat anti‐Mouse IgG (LI‐COR; no. 926‐68070) secondary antibodies. Protein expression was quantified with Image Studio (LI‐COR) and expressed relative to total protein. Data are presented relative to the mean of the CON group.

### Enzyme activity

To measure pyruvate dehydrogenase (PDH) activity (Brown et al., 2024; Jones et al., 2021), tissue samples (40 mg) were homogenized in 400 mL of ice‐cold PDH assay buffer (Sigma Aldrich, St Louis, MO, USA; no. MAK183). Assays were performed at 37°C using 10 mg of protein. *A*_450_ was measured every 5 min and the difference *A*_450_ between 0 and 30 min was calculated to represent the production of NADH resulting from the conversion of pyruvate to acetyl‐CoA by PDH enzymatic activity. To measure lactate dehydrogenase (LDH) activity (Brown et al., 2024; Jones et al., 2021), tissue samples (50 mg) were homogenized in 500 mL of ice‐cold CelLytic MT Buffer (Sigma‐Aldrich; no. C3228). LDH Activity Assay (Abcam; no. ab102526) was used, and reactions were performed with 1 mg of protein for 40 min at 37°C. *A*_450_ was measured every 5 min and the difference between 10 and 15 min was calculated to represent the production of NADH by the conversion of lactate into pyruvate by LDH enzymatic activity. Protein concentrations were measured (BCA assay), and data were normalized to protein loaded per reaction.

### Thiobarbituric acid‐reactive substances

Thiobarbituric acid‐reactive substances (TBARS) content was measured colorimetrically (Cayman, Ann Arbor, MI, USA; no. 700 870), as previously described (Brown et al., 2024). Protein samples were used as described for Western blotting. Results are expressed relative to protein content.

### Statistical analysis

Unless otherwise noted, statistical analysis was performed using Prism, version 9.0 (GraphPad Software Inc., San Diego, CA, USA). Collagen deposition was analysed by two‐way analysis of variance (ANOVA) with fixed effects of region (PT and CV), treatment (CON and HOX), as well as the interaction, with a random effect to account for repeated measures (i.e. two regions) on samples from the same fetus. Multiple comparisons between groups were made using Tukey's HSD *post hoc* analysis, and different letters were used to indicate variation between groups. Other data were analysed using an unpaired two‐tailed Student's *t* test between HOX and CON groups or the Mann–Whitney *U* test when variances were different. Pearson's correlation coefficients were calculated using raw collagen deposition (% area SHG and PSR), blood haemoglobin content and normalized metabolite data. Each animal was considered a replicate, and the average of technical replicates were used in molecular assays. All data were analysed, and no outliers were excluded. Our study was not powered to detect sex differences, but previous studies show no sex differences for most fetal nutrient uptake and liver outcomes in fetal sheep (Brown et al., 2022; Jones et al., 2019, 2022). Data are presented as the mean ± SD.

## Results

### Fetal characteristics

Characteristics of fetuses from normoxic (CON) and hypoxic (HOX) pregnancies are listed in Table 1. Late gestation HOX fetuses, studied at ∼90% of gestation, were asymmetrically growth‐restricted compared to CON fetuses, weighing 24.5% less (*P* < 0.001) with increased brain‐to‐body weight ratio (1.3‐fold, *P* < 0.001). Liver weight was 34.2% less (*P* < 0.00102) in HOX compared to CON fetuses. Additionally, blood haemoglobin concentration was 1.3‐fold higher (*P* = 0.00793), supporting a physiological response to hypoxia. Additional phenotypic details have been reported on these animals (Allison et al., 2016; Brain et al., 2015; Tong et al., 2022). Maternal characteristics are reported in Table 1.

**Table 1:** Maternal and fetal characteristics.

Variable	CON	HOX	*P*
*N*	9	7	
Male:female	5:4	3:4	
Body weight (kg)	4.9 ± 0.5	3.7 ± 0.4	<0.001
Liver weight (g)	106.7 ± 17.3	70.2 ± 2.5	0.00102
Brain/body weight (g kg^−1^)	9.8 ± 1.0	12.9 ± 1.3	<0.001
Liver/body weight (g kg^−1^)	21.8 ± 2.5	18.6 ± 2.9	0.0349
Haemoglobin (g L^−1^)	145.4 ± 14.3	170.3 ± 15.0	0.00793
Maternal bodyweight (kg)	55.6 ± 6.9	50.1 ± 5.3	0.0888
Maternal haemoglobin (g L^−1^)	128.8 ± 12.1	159.1 ± 9.7	<0.001

Measurements were taken on the day of fetal necropsy. Values are the mean ± SD in control (CON) or hypoxic (HOX) ewes and fetuses exposed to control (CON) or hypoxic (HOX) pregnancy. P values calculated by Student's *t* test.

### Hypoxia increased periportal collagen deposition

We performed histological analysis of fetal livers to determine whether hypoxic pregnancy alters hepatocellular development. We observed no gross histological differences with H&E staining between CON and HOX (Fig. 1*A*). Using PSR staining, a measure of total collagen deposition, we found increased collagen in periportal regions surrounding the PT compared to perivenous regions surrounding the CV in the fetal livers from both groups (region effect, *P < *0.0001) (Fig. 1*B*). Within PT regions, HOX fetuses had increased PSR staining compared to CON fetuses, with no difference between groups in CV regions (INT effect, *P* = 0.0470) (Fig. 1*B*). Deeper analysis used SHG imaging to quantify fibrillar collagen, a highly sensitive method for visualizing structural proteins in unstained tissue (Nash et al., 2021). SHG signal area and intensity were both higher in PT compared to CV regions (region effect, *P < *0.0001) (Fig. 1*C* and *D*). Similar to PSR staining, both SHG signal area (Fig. 1*C*) and intensity were greater in PT regions in HOX compared to the CON group (Fig. 1*D*) and there were no differences in CV regions between groups.

**Figure 1:**
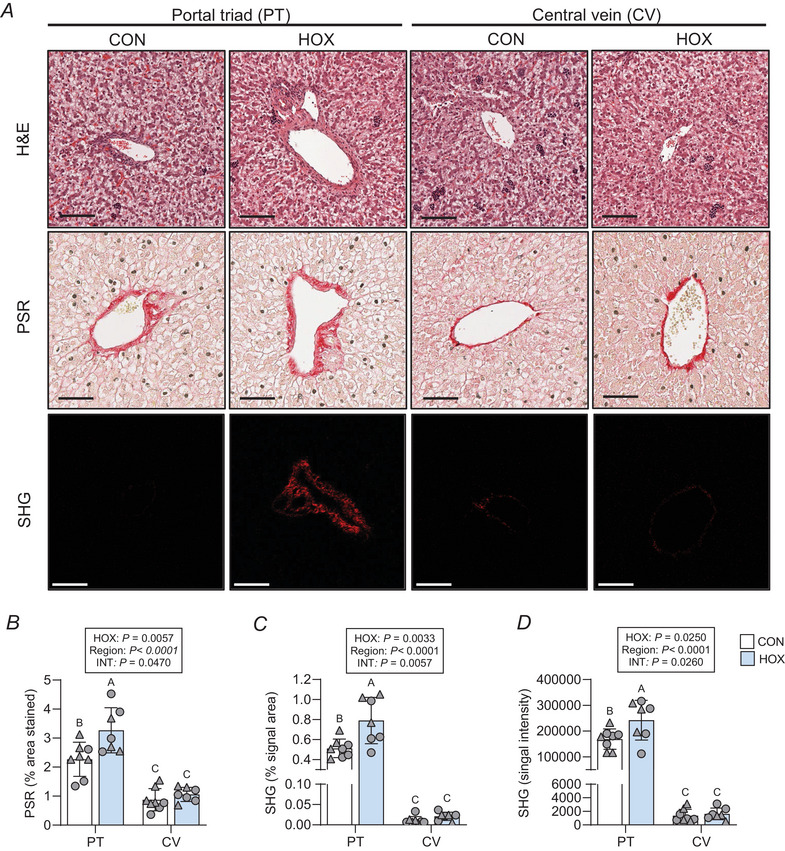
Hypoxia increases fetal hepatic collagen deposition Histological analysis of portal triad (PT) and central vein (CV) regions in formalin‐fixed and paraffin‐embedded liver sections from normal (CON, *n* = 9) and hypoxic (HOX, *n* = 7) fetuses during late gestation. *A*) representative images of liver sections stained with haematoxylin and eosin (H&E) to assess gross morphology, stained with picrosirius red (PSR) for total collagen, and imaged using second harmonic generation (SHG) to quantify fibrillar collagen. Scale bars = 100 µm. *B*) percent area of PSR staining per region. *C*) percent SHG signal area per region. *D*) SHG signal intensity per region. About 10–15 CV and PT regions were quantified and averaged per animal. Values are the mean ± SD. Results were analysed by ANOVA and *P* values from main effects are shown. Multiple comparisons were performed using Tukey's *post hoc* tests. Different letters indicate statistically significant means. Fetal sex is indicated by triangles for males and circles for females. [Colour figure can be viewed at wileyonlinelibrary.com]

### Fetal hepatic metabolites

We next performed semi‐targeted metabolomics. Multivariate PLS‐DA separated CON and HOX liver samples (Fig. 2*A*). Metabolites with the highest VIP rank scores are shown by heatmap (Fig. 2*B*). HOX livers had increased abundance of amino acids valine and glutamate and decreased abundance of serine, phenylalanine and glycine. Metabolites involved in glucose metabolism included increased d‐fructose 1‐6‐bisphosphate, d‐glyceraldehyde 3‐phosphate and 2/3‐phospho‐d‐glycerate, and decreased d‐glucose six phosphates in HOX livers. There were decreased nucleotides, including GMP, AMP and UMP in HOX liver. HOX livers had increased abundance of biliverdin, 5‐oxyproline and 2‐hydroxyglutarate, and decreased abundance of gamma‐glutamyl‐SeMC, and *S*‐adenosyl‐l‐methionine (SAM) in HOX livers, supporting an upregulation of stress‐related metabolites and downregulation of antioxidants and metabolites in one‐carbon metabolism. There was an increased abundance of sphingolipids in HOX liver, including sphingosine, sphingosine 1‐phsophate and ethanolamine phosphate. Notably, HOX livers had increased short‐chain (C3–C5) and long‐chain (C14–C20) acylcarnitine species compared to CON liver. However, hepatic triglyceride content was not different between groups (*P = *0.1508) (Fig. 2*C*). Furthermore, lipid droplets were not histologically visible (Fig. 1) and triglyceride levels were relatively low (1.39–2.27 µg mg^−1^ tissue) compared to other models where fetal hepatic steatosis is present (hepatic triglyceride contents of ∼10 µg mg^−1^) (Nash et al., 2021; Wesolowski et al., 2018). A complete list of metabolites is provided in the Supporting information (Table S1).

**Figure 2:**
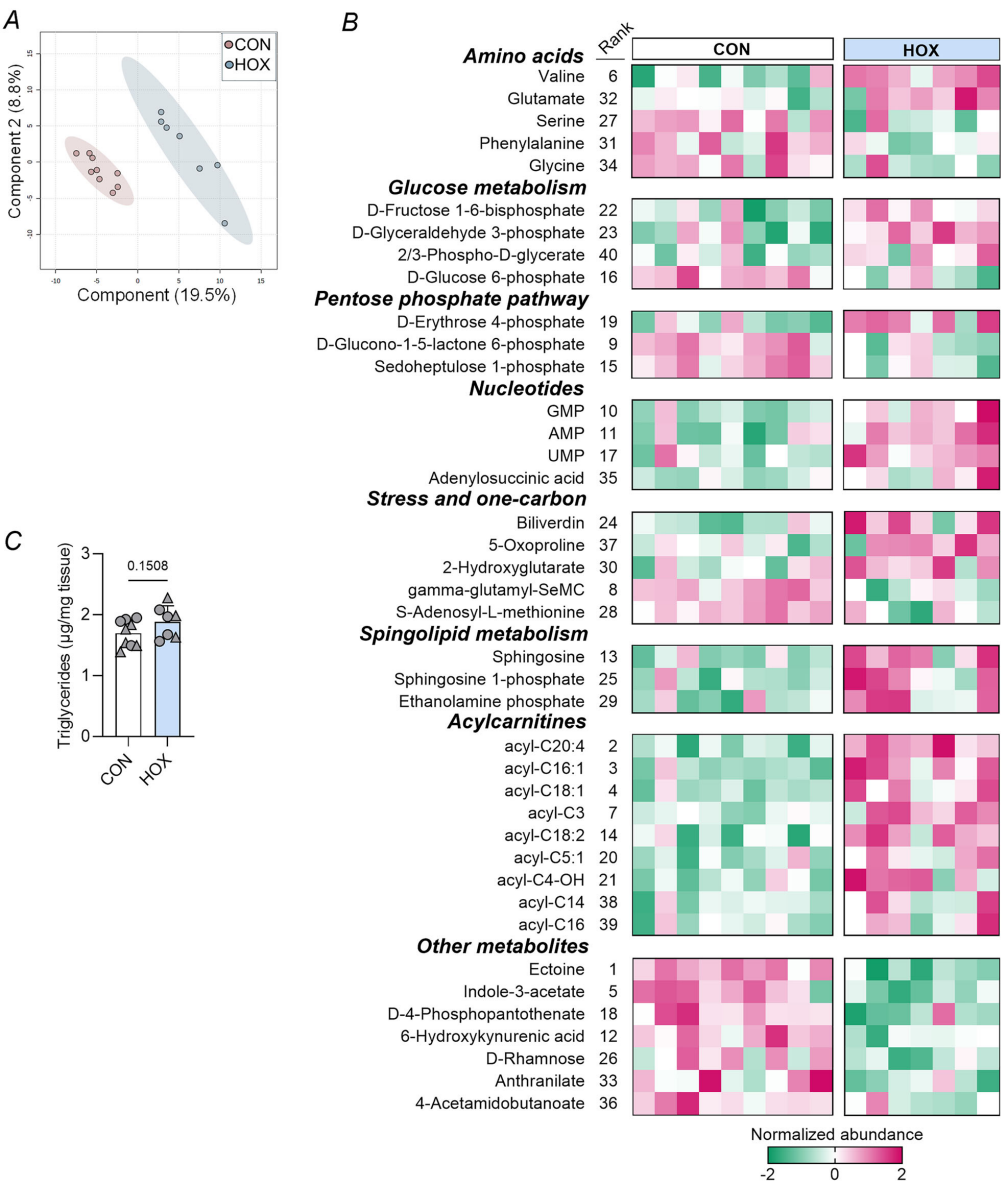
Hypoxia shifts fetal hepatic metabolites Metabolomics analysis was performed to distinguish hepatic metabolite profiles from normal (CON, *n* = 9) and hypoxic (HOX, *n* = 7) fetuses. *A*) groups separated by partial least squares discrimination analysis (PLS‐DA) of liver metabolites. *B*) heat map depicting metabolites with the 40 highest ranking variable importance in projection (VIP) scores between groups. Each column represents an animal, and colours indicate normalized abundance for each metabolite. *C*) Triglyceride content in fetal livers. Values are means ± SD. P values calculated by Student’s t test. Fetal sex is indicated by triangles for males and circles for females. [Colour figure can be viewed at wileyonlinelibrary.com]

### Transcriptomics

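PolyA-enriched liver RNA from 16 singleton fetal sheep was sequenced, 1 library per liver. The CON group held 9 fetuses (5 male, 4 female) of ewes kept in normal air, and the HOX group 7 fetuses (3 male, 4 female) of ewes kept at 10% inspired O2 from 105 days of gestation. Each liver is 1 replicate. The authors mapped paired reads of 2 × 150 bp with STAR to the sheep genome ARS-UI_Ramb_v1.0 and deposited the number of reads counted on each of 26478 genes, without normalization or filtering. How reads were assigned to genes is not given in the paper's text, so reads from near-identical genes or from overlapping genes could have been split or lost. Total counts ranged from 24065959 to 29353692 reads per CON liver (median 27762095) and from 23955166 to 33952503 per HOX liver (median 25055592). The paper states a depth of 80 M paired reads, an average of about 58 M total reads and 66% uniquely mapped. The values given here use the counted reads. The counts are listed by Ensembl identifier, and gene symbols were taken from Table S2 of the paper, which pairs 438 of its 487 identifiers with a symbol. Genes with at least 250 reads in at least 8 of the 16 livers were tested, which kept 8580 genes and 97.7% of the reads. HOX was compared with CON by edgeR's quasi-likelihood test after TMM normalization. *P* values were adjusted by the Benjamini-Hochberg procedure, and genes were called at the paper's threshold, an adjusted *P* under 0.15. The paper names DESeq2 for this comparison, which was run here as an alternative. Expression is given as normalized counts (CPM, scaled to library size), mean ± SD (*n* = 9 CON and *n* = 7 HOX livers), and log2 fold changes of HOX against CON are given with their standard error (SE). On the first principal component of the log2 CPM, HOX animal 1, a female, scored 64.4, and the other 15 livers scored between −15.6 and 6.2. All group values include that liver unless it is named as left out.

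**Figure D1:**
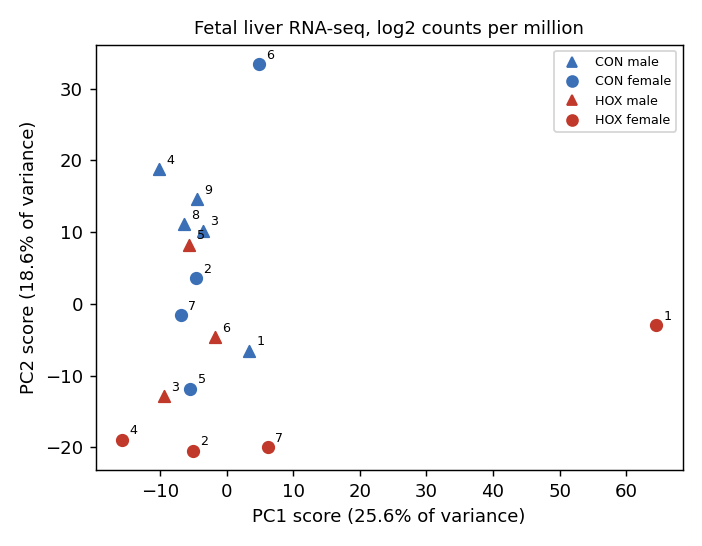
Scores of the 16 fetal livers on the first (25.6% of variance) and second (18.6% of variance) principal components of log2 CPM over the 8580 tested genes. Each point is 1 liver with its animal number, blue for CON and red for HOX, triangles for males and circles for females. HOX animal 1 lies at 64.4 on the first component, apart from the other 15 livers.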

To determine how hypoxia affected pathways and putative upstream regulators, we performed bulk RNA sequencing and functional analysis. We identified 487 DEGs, with 324 being downregulated and 163 upregulated in HOX compared to CON fetal livers (Fig. 3*A*). 

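With edgeR, 5 genes passed the threshold in the 16 livers, 0 of them higher and 5 lower in HOX. Before adjustment, 1022 of the 8580 genes had a *P* value under 0.05, 492 higher and 530 lower. Of the choices set before the data were examined, the tool used for the test moved the number of calls most. DESeq2's Wald test on the same genes called 237, 99 higher and 138 lower, and limma-voom with sample quality weights called 146, 51 higher and 95 lower. All 5 genes called by edgeR were among the calls of both tests. DESeq2 without independent filtering and Cook's cutoff still called 232, and edgeR with RLE size factors called 5. The limma-voom count joins the test with the sample quality weights, and the 2 were not separated. When each liver was left out in turn, edgeR called between 1 and 47 genes, and the 47 came without HOX animal 5. Without HOX animal 1, edgeR called 12 genes (3 higher, 9 lower) and DESeq2 called 523 (221 higher, 302 lower), a combination chosen after the data had been seen. The difference in response between male and female fetuses, tested as the interaction of sex and treatment in edgeR, passed the threshold in 0 genes, and 281 genes had an unadjusted *P* value under 0.05 for it. From its list of DEGs, the paper derived predicted canonical pathways (Fig. 3B) and upstream regulators (Fig. 3C), and combined the list with the regulated metabolites in a joint pathway analysis (Fig. 3D). The paper then evaluated the predicted effects on oxidative metabolism, mitochondrial dysfunction and oxidative stress in measurements of proteins, lipid peroxidation and metabolites (Fig. 6).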

Expression of genes related to glutathione synthesis, including glutathione synthase (*GSS*), glutathione *S*‐transferase omega 1 (*GSTO1*), microsomal glutathione S‐transferase (*MGST1*) and isocitrate dehydrogenase 1 (*IDH1*), were decreased, along with nuclear protein 1 (*NUPR1*), a stress regulator. 

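*GSS* (ENSOARG00020003193) was the gene of this group that passed the threshold, with 31.0 ± 5.35 CPM in CON and 19.4 ± 3.04 in HOX livers. Its log2 fold change was −0.68 (SE 0.122, adjusted *P* = 0.0988), and it was called in 7 of the 16 edgeR fits that each left out 1 liver. *GSTO1* (ENSOARG00020010357) fell from 85.2 ± 10.8 to 59.1 ± 13.0 CPM, a log2 fold change of −0.53 (SE 0.126, adjusted *P* = 0.224). For *MGST1* (ENSOARG00020002129), expression was 163 ± 32.2 in CON and 102 ± 37.7 in HOX, with a log2 fold change of −0.68 (SE 0.186, adjusted *P* = 0.224). The change was −0.50 (SE 0.147, adjusted *P* = 0.253) for *IDH1* (ENSOARG00020016933), at 92.0 ± 18.3 and 65.1 ± 13.9 CPM. *NUPR1* (ENSOARG00020026084) measured 116 ± 34.9 in CON and 74.3 ± 20.2 in HOX, a change of −0.65 (SE 0.194, adjusted *P* = 0.261). All 7 HOX livers lay below the CON mean in *GSS*, *GSTO1*, *IDH1* and *NUPR1*, and 6 of 7 did in *MGST1*. DESeq2 called all 5 genes. *GSTO1* and *MGST1* also passed the threshold with limma-voom and in edgeR without HOX animal 4, and *GSTO1* did so without HOX animal 5.

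**Figure D2:**
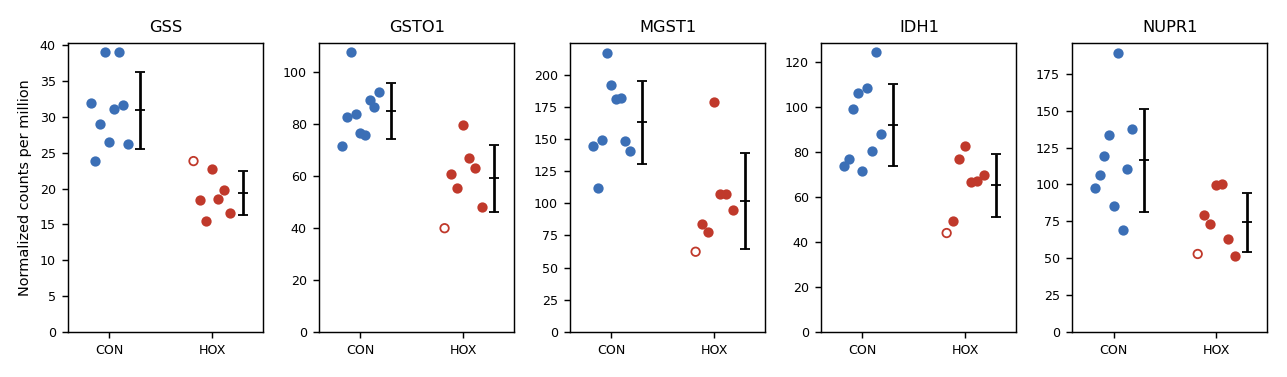
Normalized counts (CPM) of *GSS*, *GSTO1*, *MGST1*, *IDH1* and *NUPR1* in 9 CON (blue) and 7 HOX (red) livers. Each point is 1 liver, the open marker is HOX animal 1, and bars are the mean ± SD. The HOX mean lies below the CON mean in each panel, for example at 19.4 against 31.0 in *GSS*.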

Glycine, serine and glutamine are important amino acids in glutathione synthesis and one‐carbon metabolism. 

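Expression of the glutamine transporter *SLC38A2* (ENSOARG00020003471) was 14.2 ± 3.72 CPM in CON and 26.7 ± 16.6 in HOX livers, with a log2 fold change of 0.92 (SE 0.268, adjusted *P* = 0.253). It lay above the CON mean in 6 of 7 HOX livers. HOX animal 1 had 62.9 CPM, against 20.7 ± 4.82 (SD, *n* = 6) in the other HOX livers, and without it the log2 fold change was 0.55 (SE 0.186). CON animal 6 had the lowest value of its group, 2.85 on the log2 scale against 3.62 to 4.27 in the other CON livers. The glycine transporter *SLC6A9* (ENSOARG00020002750) measured 15.5 ± 6.01 CPM in CON and 26.2 ± 17.2 in HOX, and 5 of 7 HOX livers were above the CON mean. As for the group difference, the log2 fold change of SLC6A9 was 0.75 (SE 0.329, adjusted *P* = 0.388), and ranged from 0.40 without HOX animal 4 to 0.90 without HOX animal 1. It became −0.13 (SE 0.230) when the mean of 4 erythroid genes (*ANK1*, *CPOX*, *EPOR* and *TFRC*) was a covariate. Table S2 lists these 4 genes as higher in HOX on the same livers, so a part of that fall may be built in. DESeq2 called *SLC38A2* in the 16 livers and did not call *SLC6A9*, which it called when HOX animal 1 was left out.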

In HOX livers, there was increased glutamine transporter *SLC38A2* and decreased glycine transporter *SLC6A9* expression. There was also decreased expression of phosphoserine aminotransferase 1 (*PSAT1*) and phosphoserine phosphatase (*PSPH*), comprising two genes in serine biosynthesis. 

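*PSAT1* (ENSOARG00020002356) had 51.2 ± 6.51 CPM in CON and 28.2 ± 12.2 in HOX livers. The difference, −0.86 on the log2 scale (SE 0.208, adjusted *P* = 0.224), ranged from −1.01 without HOX animal 5, where it passed the threshold, to −0.74 without HOX animal 1. CON animal 6 had the highest *PSAT1* value of its group, 6.06 on the log2 scale against 5.53 to 5.76 in the other CON livers. *PSPH* (ENSOARG00020014694) measured 33.96 ± 13.8 in CON and 18.998 ± 5.93 in HOX, a log2 fold change of −0.84 (SE 0.252, adjusted *P* = 0.261). Both genes were below the CON mean in 7 of 7 HOX livers. DESeq2 called both, and *PSAT1* also passed the threshold with limma-voom and in edgeR with 1 surrogate variable.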

Genes related to cell redox homeostasis were regulated including increased expression of aldehyde oxidase 1 (*AOX1*), an enzyme that catalyses the formation of superoxide, and decreased expression of antioxidant/reactive oxygen species (ROS) detoxification genes including thioredoxin 2 (*TXN2*), glutaredoxin (*GLRX*), phospholipase A2 group XIIB (*PLA2G12B*) and phospholipase D1 (*PLD1*). 

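*AOX1* (ENSOARG00020014833) increased from 178 ± 42.2 CPM in CON to 339.5 ± 138 in HOX livers, a log2 fold change of 0.94 (SE 0.234, adjusted *P* = 0.224), with 5 of 7 HOX livers above the CON mean. The change was 1.07 (SE 0.205) and passed the threshold without HOX animal 1. *TXN2* (ENSOARG00020021798) measured 49.2 ± 4.32 in CON and 47.2 ± 13.0 in HOX, a difference of −0.06 (SE 0.124, adjusted *P* = 0.870) that was smaller than the spread between livers. HOX animal 1 had 76.3 CPM of *TXN2* and the other 6 HOX livers had 42.3 ± 1.90 (SD, *n* = 6). Without that liver the log2 fold change of TXN2 was −0.21 (SE 0.0714), short of the threshold, and without HOX animal 4 it was 0.0041. For *GLRX* (ENSOARG00020011055), *PLA2G12B* (ENSOARG00020020260) and *PLD1* (ENSOARG00020001072), every HOX liver was below the CON mean. Their log2 fold changes were −0.56 (SE 0.162, adjusted *P* = 0.253), −0.22 (SE 0.0803, adjusted *P* = 0.331) and −0.56 (SE 0.145, adjusted *P* = 0.224). DESeq2 called *AOX1*, *GLRX* and *PLD1* in the 16 livers, and limma-voom called *AOX1* and *PLD1*. *TXN2* and *PLA2G12B* were called by DESeq2 when HOX animal 1 was left out.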

The expression of erythropoietin receptor (*EPOR*), a known HIF target, and sulfotransferase family 2A member 1 (*SULT2A1*), a regulator of bile acid metabolism, also increased. 

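*EPOR* (ENSOARG00020008807) measured 13.0 ± 6.96 CPM in CON and 24.8 ± 16.3 in HOX livers. Its log2 fold change of 0.93 (SE 0.379, adjusted *P* = 0.360) ranged from 0.64 without HOX animal 4 to 1.13 without CON animal 5. With the mean of 3 other erythroid genes, *ANK1*, *CPOX* and *TFRC*, as a covariate, the change was −0.11 (SE 0.225). A part of that fall may be built in, because Table S2 lists those 3 genes as higher in HOX on the same livers. *SULT2A1* (ENSOARG00020013754) measured 32.7 ± 16.6 in CON and 96.3 ± 79.9 in HOX, a log2 fold change of 1.56 (SE 0.455, adjusted *P* = 0.253). Both genes were above the CON mean in 5 of 7 HOX livers. DESeq2 called *SULT2A1* in the 16 livers, and *EPOR* when HOX animal 1 was left out.

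**Figure D3:**
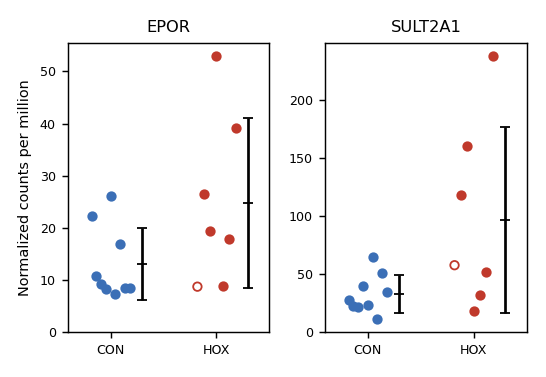
Normalized counts (CPM) of *EPOR* and *SULT2A1* in 9 CON (blue) and 7 HOX (red) livers. Each point is 1 liver, the open marker is HOX animal 1, and bars are the mean ± SD. The groups overlap in both genes, although the HOX means are higher, at 24.8 against 13.0 in *EPOR* and 96.3 against 32.7 in *SULT2A1*.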

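The smallest adjusted *P* value in edgeR was that of *GPD1* (ENSOARG00020023447), at 105 ± 26.4 CPM in CON and 43.5 ± 10.4 in HOX livers. Its log2 fold change was −1.27 (SE 0.174, adjusted *P* = 0.00847), and it was called in all 16 fits that each left out 1 liver. *DNAJC22* (ENSOARG00020000805) fell from 16.5 ± 4.74 to 7.36 ± 2.79 CPM, a change of −1.16 (SE 0.222, adjusted *P* = 0.0988), and was called in 4 of those fits. *FKBP1B* (ENSOARG00020019964), called in 7 of them, fell from 25.5 ± 11.0 to 9.68 ± 2.33, a change of −1.40 (SE 0.266, adjusted *P* = 0.0988). The gene ENSOARG00020010401, which Table S2 lists without a symbol, changed by −1.12 (SE 0.208, adjusted *P* = 0.0988). *EIF4B* (ENSOARG00020009127) was higher in HOX, at 216 ± 15.7 against 178 ± 14.6 CPM, a change of 0.28 (SE 0.0727, adjusted *P* = 0.224). Of the genes encoded by mitochondrial DNA, *COX1* (ENSOARG00020000017) measured 3778 ± 624 in CON and 2526 ± 669 in HOX, a change of −0.58 (SE 0.155, adjusted *P* = 0.224). *COX3* (ENSOARG00020000023) measured 2573 ± 445 and 1899.9 ± 238, a change of −0.44 (SE 0.119, adjusted *P* = 0.224). Counts of these mitochondrial genes are uncertain to the extent that nuclear copies of mitochondrial DNA shared reads with them. DESeq2 called *EIF4B*, *COX1* and *COX3*, limma-voom called *EIF4B* and *COX3*, and edgeR called *EIF4B* without HOX animal 5. In *EIF4B*, *COX1* and *COX3*, as in the 3 named genes past the threshold, all 7 HOX livers lay on the same side of the CON mean. Of the 25 genes that the paper names from these data, 22 have an identifier in Table S2. Over all genes tested, 2 of the 22 passed the threshold, and 20 did when adjusted over the list alone. The study chose that list on the same livers, so the second count is not independent evidence.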

Other DEGs are shown in the Supporting information (Table S2).

**Figure 3:**
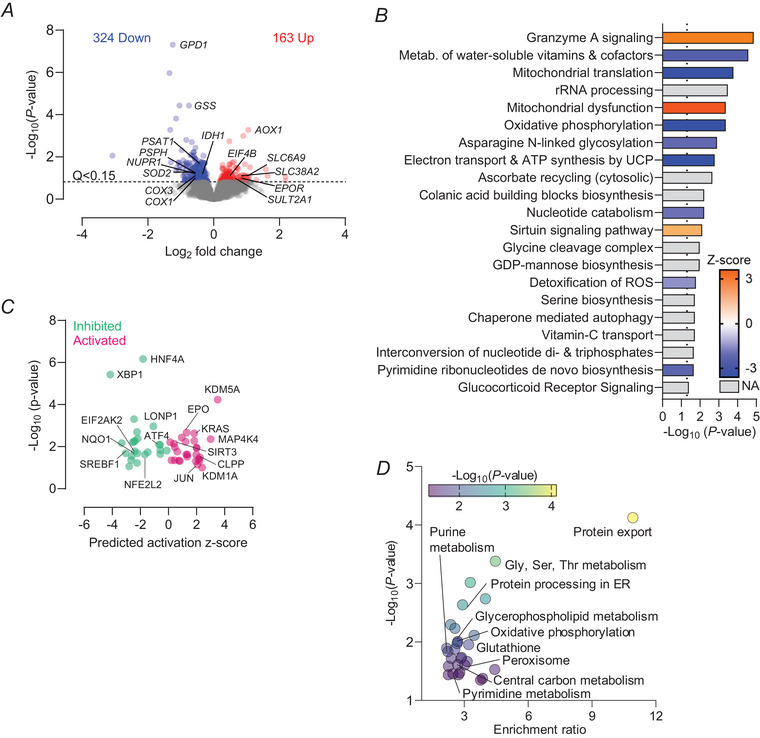
Hypoxia regulates fetal hepatic gene expression Bulk RNA‐sequencing was performed on liver from normal (CON, *n* = 9) and hypoxic (HOX, *n* = 7) fetuses. *A*) volcano plot indicating upregulated (red) and downregulated (blue) differentially expressed genes (DEGs) with false discovery rate (*Q* value) < 0.15. *B*) relevant predicted canonical pathways enriched in DEGs. Positive *Z*‐score indicates predicted pathway upregulation and negative *Z*‐scores indicate predicted downregulation. Grey bars indicate a *Z*‐score was not assigned to the predicted pathway. *C*) predicted upstream regulators. Positive *Z*‐scores indicates predicted upregulation, and negative *Z*‐scores indicates predicted inhibition. *D*) predicted metabolic pathways enriched in DEGs and metabolites with the 40 highest ranking variable importance in projection (VIP) scores between groups. [Colour figure can be viewed at wileyonlinelibrary.com]

We performed functional analysis of the DEGs and identified 44 enriched canonical pathways (Fig. 3*B*). Notable pathways included those associated with cell death and homeostasis, including a predicted upregulation of granzyme A signalling (*P* < 0.001) and chaperone‐mediated autophagy (*P* = 0.0191). Predicted pathways involved in stress and mitochondrial metabolism included glucocorticoid signalling (*P* = 0.0398), upregulation of mitochondrial dysfunction (*P* < 0.001) and downregulation of oxidative phosphorylation (*P* < 0.001) and detoxification of ROS (*P* = 0.0166). 

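Lists of genes for these processes were written before the data were examined, and their members could be found only where Table S2 pairs an identifier with a symbol. The members were therefore picked by the study from these same livers, and no gene set test was run on them. The fit without HOX animal 1 came close to the values of Table S2. DESeq2 then gave all 474 listed genes that were tested the paper's sign and called 456. Directions and calls of members without that liver are therefore not independent evidence. Of 13 oxidative phosphorylation genes encoded by mitochondrial DNA, 3 were found (*COX1*, *COX3* and *ND4*), and all 3 were lower in HOX. Their mean log2 CPM were 11.4 ± 0.189 in CON and 10.9 ± 0.173 in HOX livers. *ND4* changed by −0.41 on the log2 scale (SE 0.120, adjusted *P* = 0.256), and DESeq2 called all 3 genes. Of 81 nuclear-encoded genes of the same process, 6 were found, with log2 fold changes from −0.19 for *NDUFS4* to −0.0021 for *NDUFA5* and a median of −0.15. None of the 6 had an unadjusted *P* value under 0.05 in edgeR, and DESeq2 called 0 of them in the 16 livers and all 6 without HOX animal 1. Their mean was 4.75 ± 0.155 in CON and 4.55 ± 0.432 in HOX, with 5.48 in HOX animal 1 and 4.39 ± 0.147 (SD, *n* = 6) in the other HOX livers. The median log2 fold change was −0.38 without HOX animal 1, and 0.02 in female fetuses alone. The female fit includes HOX animal 1. The other female HOX livers, animals 2, 4 and 7, were at 4.30, 4.57 and 4.42, below the CON mean. The 9 mitochondrial ribosome genes in Table S2 had a median of −0.21, with 8 lower and *MRPS31* higher in HOX. All 9 were lower without HOX animal 1, with a median of −0.33, and DESeq2 called 2 of the 9 in the 16 livers and all 9 without that liver. The medians of the 3 lists kept their sign under each of the 4 other normalizations that were run.

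**Figure D4:**
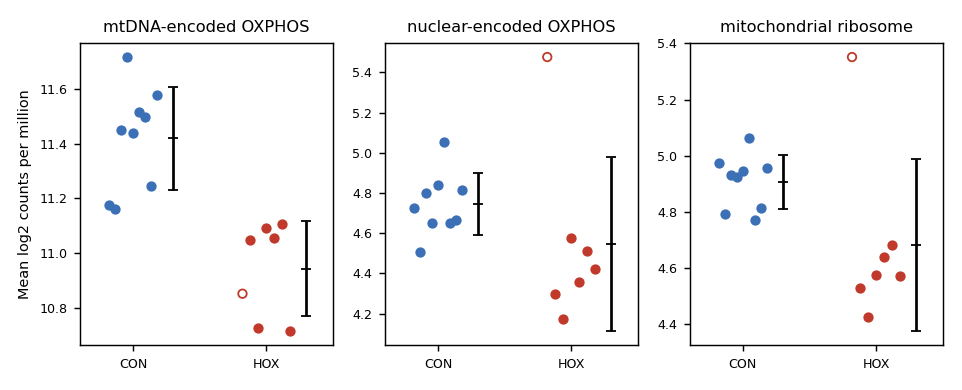
Mean log2 CPM of the genes of 3 lists that Table S2 names, in 9 CON (blue) and 7 HOX (red) livers. The lists are oxidative phosphorylation (OXPHOS) genes encoded by mitochondrial DNA (3 genes), nuclear-encoded OXPHOS genes (6 genes) and mitochondrial ribosome genes (9 genes). The median of the nuclear-encoded OXPHOS genes was lower in HOX except in female fetuses alone, a group that includes HOX animal 1. Each point is 1 liver, the open marker is HOX animal 1, and bars are the mean ± SD. HOX animal 1 lies above every other liver in the nuclear-encoded OXPHOS and mitochondrial ribosome genes, for example at 5.48 against 4.39 ± 0.147 in the other HOX livers for the former.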

Several predicted pathways were involved in energy and nucleotide metabolism, including nucleotide catabolism (*P* = 0.00603) and sirtuin signalling (*P* = 0.00776). A complete list of predicted pathways is listed in the Supporting information (Table S3). We also performed a predicted upstream regulator analysis to determine putative factors that may mediate the effects of hypoxia on gene regulation (Fig. 3*C*). Notable predicted activated regulators involved in mitochondrial function, cell signalling and epigenetic modification were identified and included KDM5A, EPO, KRAS, MAP4K4, SIRT3, CLPP, KDM1A and JUN. 

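The list of ATF4 target genes, drawn up like that for oxidative phosphorylation, had 32 genes, and Table S2 names 6 of them. *NUPR1*, *PSAT1* and *PSPH* were lower in HOX livers, and the amino acid transporters *SLC38A2*, *SLC6A9* and *SLC7A1* were higher. *SLC7A1* had a log2 fold change of 0.92 (SE 0.271, adjusted *P* = 0.253) and was under the read minimum when HOX animal 1 was left out. The median of the 6 genes was 0.05, and without HOX animal 1 the median of the remaining 5 was −0.58, so it gives no direction for the list. Of 29 target genes of NRF2, the product of *NFE2L2*, Table S2 names *CBR1*, *MGST1* and *PTGR1*, and all 3 were lower in HOX. *CBR1* changed by −0.76 (SE 0.159, adjusted *P* = 0.186) and *PTGR1* by −0.75 (SE 0.264, adjusted *P* = 0.318). DESeq2 called 5 of the 6 ATF4 targets and all 3 NRF2 targets in the 16 livers. None of the 15 predicted regulators that the paper's text lists is among the symbols of Table S2, so their own counts were not analysed here.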

Predicted inhibited regulators included factors directly involved in the integrated stress response such as ATF4, NFE2L2 and EIF2AK2, as well as those indirectly related including HNF4, XPB1, SREBF1 and LONP1.

We performed a joint pathway analysis using the regulated metabolites and DEGs (Fig. 3*D*). 

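Of 46 genes of translocation into the endoplasmic reticulum and N-glycosylation, 15 are named in Table S2, and all 15 were lower in HOX livers. Their log2 fold changes ranged from −0.43 for *ALG12* to −0.11 for *RPN2*, with a median of −0.23, and 6 had an unadjusted *P* value under 0.05. None passed the threshold with edgeR in the 16 livers, where DESeq2 called 1, and DESeq2 called 14 of the 15 without HOX animal 1. The mean log2 CPM of the 15 genes was 6.22 ± 0.153 in CON and 5.95 ± 0.288 in HOX, with 6.53 in HOX animal 1 and 5.85 ± 0.143 (SD, *n* = 6) in the other HOX livers. The median was −0.37 without HOX animal 1, and all 15 genes were again lower. Calls and directions without that liver, here and below, are not independent evidence. DESeq2 then called 456 of the 474 tested genes of Table S2, from which the members came. For serine, glycine and one-carbon metabolism, 5 of 28 listed genes were found, and all 5 were lower, with a median of −0.45. Besides *PSAT1* and *PSPH* these were *GCSH* at −0.45 (SE 0.131), *AMT* at −0.31 (SE 0.118) and *MTRR* at −0.28 (SE 0.117), and DESeq2 called 3 of the 5 in the 16 livers and 4 without HOX animal 1. In glutathione metabolism, 4 of 31 listed genes were found, namely *GSS*, *GSTO1*, *MGST1* and *IDH1*, which are described above. All 4 were lower, with a median of −0.60. The sign of these 3 medians held under each of the 4 other normalizations. Table S2 lists every member of the 3 lists as lower in HOX on the same livers, so their shared direction is not independent evidence.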

Predicted impacted pathways of interest included protein export (*P* < 0.001), glycine, serine and threonine metabolism (*P* < 0.001), protein processing in endoplasmic reticulum (*P* = 0.00232), oxidative phosphorylation (*P* = 0.00988), glutathione metabolism (*P* = 0.0111), purine metabolism (*P* = 0.0147), central carbon metabolism (*P* = 0.0191), peroxisome (*P* = 0.0248) and pyrimidine metabolism (*P* = 0.0350). Other pathways are shown in the Supporting information (Tables S4 and S5).

### Glucose metabolism

Given our metabolic and transcriptomic results supporting effects on central carbon and glucose metabolism, along with prior results in models of placental insufficiency or shorter 10 day hypoxia exposures (Brown et al., 2024; Jones et al., 2019, 2022), we next measured targets regulating hepatic glucose production, pyruvate oxidation and lactate production (Fig. 4*A*). Relative to CON, HOX livers had higher protein abundance of gluconeogenic enzymes (Fig. 4*B*) PEPCK‐C (cytosolic phosphoenol‐pyruvate carboxykinase, 1.48‐fold, *P = *0.0329) and G6PC (catalytic subunit of glucose‐6‐phosphatase, 1.26‐fold, *P* = 0.0668). Pyruvate dehydrogenase controls the oxidation of pyruvate to acetyl‐CoA. HOX livers had increased abundance of phosphorylated PDH (ph‐PDH^Ser5^, 1.167‐fold, *P = *0.0606) (Fig. 4*C*) at a site that decreases PDH activity and increased total PDH abundance (1.347‐fold, *P = *0.0193). However, the ratio of ph‐PDH^Ser5^ to total PDH protein was decreased by 14% (*P = *0.0606). Congruent with the relative decrease in inhibitory PDH phosphorylation, PDH enzyme activity was increased (1.87‐fold, *P < *0.001) (Fig. 4*D*). HOX livers also had higher LDHA protein abundance (2.24‐fold, *P = *0.0186) (Fig. 4*E*) and LDH activity (1.14‐fold, *P* = 0.0598) (Fig. 4*F*).

**Figure 4:**
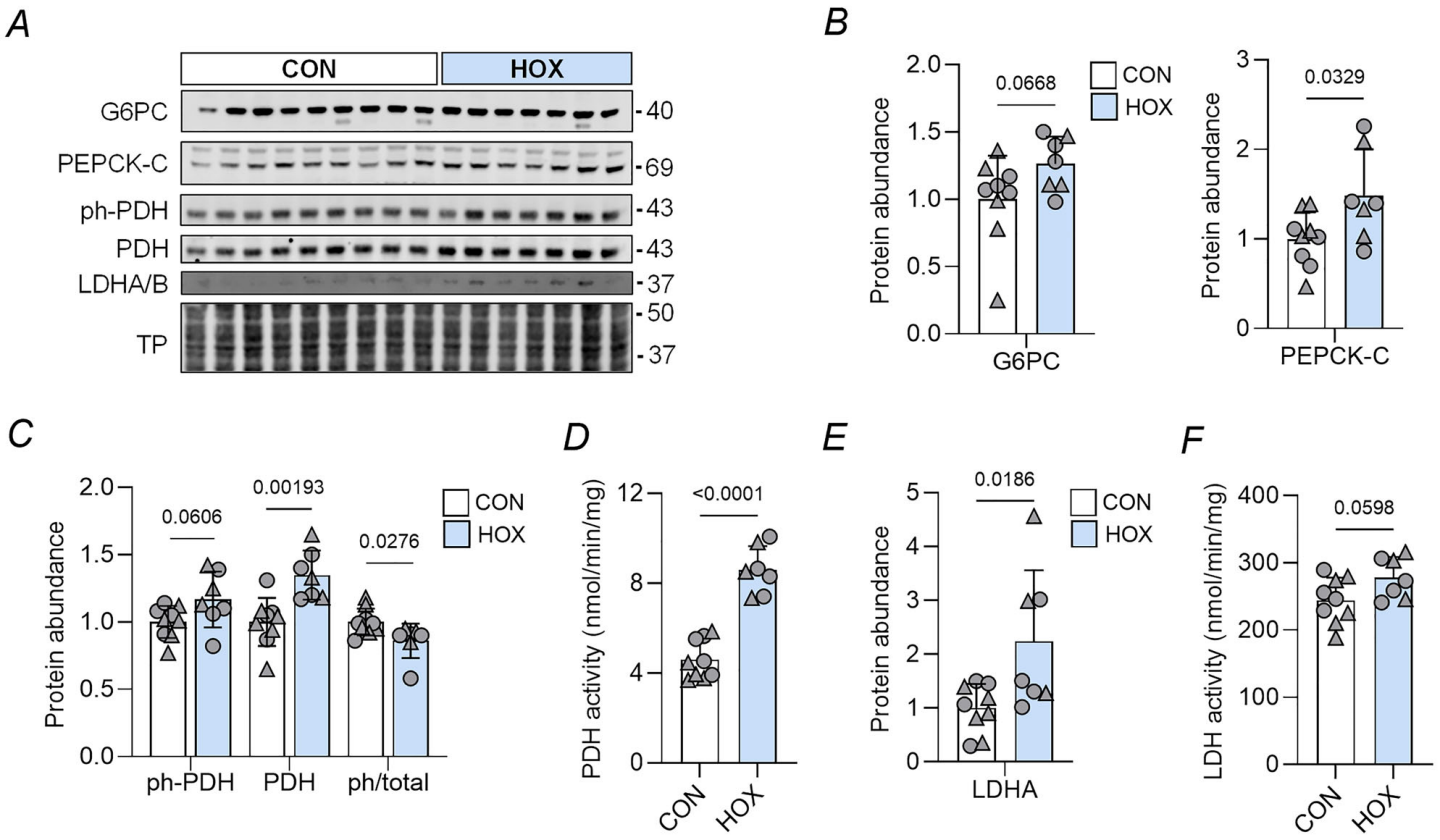
Hypoxia regulates carbohydrate metabolic pathways in the fetal liver Protein abundance and enzyme activity was measured in liver from normal (CON, *n* = 9) and hypoxic (HOX, *n* = 7) fetuses. *A*) western blot images for proteins involved in carbohydrate metabolism and total protein stain (TP). Molecular weights for protein bands are indicated. *B*) protein abundance of glucose‐6‐phosphatase catalytic subunit 1 (G6PC) and cytosolic phosphoenolpyruvatecarboxykinase (PEPCK‐C). *C*) protein abundance of total pyruvate dehydrogenase (PDH), phosphorylated PDH^Ser 293^ (ph‐PDH) and the ratio of ph‐PDH to total PDH (ph/total). *D*) PDH enzyme activity. *E*) protein abundance of lactate dehydrogenase A (LDHA). *F*) LDHA enzyme activity. Values are the mean ± SD. *P* values calculated by Student's *t* test. Fetal sex is indicated by triangles for males and circles for females. [Colour figure can be viewed at wileyonlinelibrary.com]

### Nutrient and stress sensor signalling

Compared to CON, HOX liver had increased activating phosphorylation of AMP‐activated protein kinase (AMPK, ph‐AMPK^T172^; 1.41‐fold, *P = *0.0291) (Fig. 5*B*), consistent with higher abundance or AMP. Total AMPK (1.21‐fold, *P = *0.0949) and the ratio of ph‐AMPK to total AMPK (*P = *0.365) were not different. The phosphorylation of mTOR (ph‐mTOR^S2448^; 1.62‐fold, *P = *0.0433) (Fig. 5*C*) and the ratio of ph‐mTOR to total mTOR (1.38‐fold, *P = *0.0384) was also increased in HOX compared to CON livers, with no difference in total mTOR protein abundance (1.26‐fold, *P = *0.0934). Consistent with increased mTOR phosphorylation and activation, the phosphorylation of eukaryotic translation initiation factor 4E binding protein 1 (ph‐4EBP1^Thr39/49^), a downstream target of mTOR, was increased when expressed as a ratio of phosphorylated to total 4EBP1 protein abundance (1.46‐fold, *P = *0.0354) (Fig. 5*D*). However, there was no increase in the phosphorylation of S6, another downstream target of mTOR (Fig. 5*E*).

**Figure 5:**
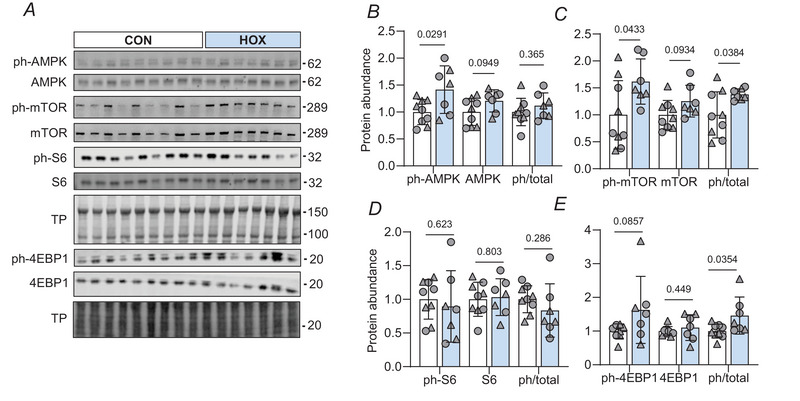
Effect of hypoxia on energy and nutrient stress signalling in fetal liver Protein abundance was measured by western blotting in liver from normal (CON, *n* = 9) and hypoxic (HOX, *n* = 7) fetuses*. A*) western blot images of nutrient and stress sensing proteins and total protein stain (TP) with molecular weight of protein bands indicated. *B*) protein abundance of total APMK, phosphorylated AMPK^Thr172^, and the ratio of phosphorylated to total AMPK (ph/total). *C*) protein abundance of total mammalian target of rapamycin (mTOR), phosphorylated mTOR^Ser2448^, and the ratio of phosphorylated to total mTOR (ph/total). *D*) protein abundance of total ribosomal protein S6 (S6), phosphorylated S6^Ser 235/236^ and the ratio of phosphorylated to total S6 (ph/total). *E*) protein abundance of total eukaryotic translation initiation factor 4E binding protein 1 (4EBP1), phosphorylated 4EBP1^Thr39/49^ and the ratio of total to phosphorylated 4EBP1. [Colour figure can be viewed at wileyonlinelibrary.com]

### Mitochondrial oxidation capacity and oxidative stress

We next sought to evaluate the predicted effects from omics analyses on oxidative metabolism, mitochondrial dysfunction and oxidative stress. There was no difference in the abundances of proteins associated with oxidative phosphorylation complexes I (*P = *0.411), II (*P = *0.400), III (*P = *0.504), IV (*P = *0.301) or V (*P = *0.567) (Fig. 6*A* and *B*). There was also no difference in TBARS, a measure of lipid peroxidation and oxidative stress (*P = *0.107) (Fig. 6*C*), the ratio of glutathione (GSH) to oxidized glutathione (glutathione disulfide, GSSG) (*P* = 0.598) or urate, a marker of oxidative stress in the fetus (Kane et al., 2014) in liver tissue as measured in our metabolomics data (Fig. 6*D*). We also calculated the glutamate‐serine‐glycine (G‐S‐G) index, an indicator associated with metabolic liver disease and fibrosis (Gaggini et al., 2018), which was 2.23‐fold greater in HOX liver than CON (*P = *0.0033) (Fig. 6*E*).

**Figure 6:**
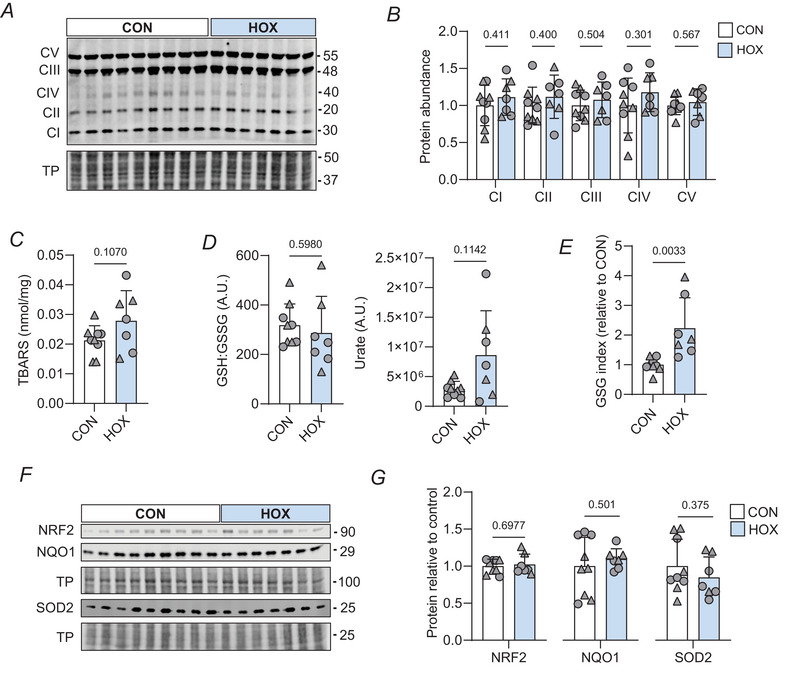
Effect of hypoxia on mitochondria and oxidative stress pathways in the fetal liver Protein abundance, lipid peroxidation, and metabolites were measured in liver obtained from normal (CON, *n* = 9) and hypoxic (HOX, *n* = 7) fetuses*. A*) western blot image for oxidative phosphorylation (OXPHOS) complexes I–V and total protein stain (TP) with molecular weights of protein bands indicated. *B*) protein abundance of OXPHOS proteins. *C*) hepatic thiobarbituric acid‐reactive substances (TBARS) content. *D*) ratio of hepatic glutathione to glutathione disulfide (GSH:GSSG) and urate content. *E*) hepatic glutamate‐serine‐glycine index. *F*) western blot images of antioxidant response proteins and TP with molecular weights of protein bands indicated. *G*) protein abundance of nuclear factor‐erythroid 2‐related factor 2 (NRF2), NADPH quinone dehydrogenase 1 (NQO1) and superoxide dismutase 2 (SOD2). Values are the mean ± SD. *P* values calculated by Student's *t* test. Fetal sex is indicated by triangles for males and circles for females. [Colour figure can be viewed at wileyonlinelibrary.com]

To assess antioxidant response, we measured NRF2, a ROS sensor and activator of the antioxidant response element, and two downstream targets (Fig. 6*F* and *G*). 

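*SOD2* (ENSOARG00020006059) RNA was 69.6 ± 14.8 CPM in CON and 55.6 ± 17.7 in HOX livers, a log2 fold change of −0.33 (SE 0.173, adjusted *P* = 0.458). It was below the CON mean in 6 of 7 HOX livers. HOX animal 1 had 90.5 CPM, against 49.7 ± 9.50 (SD, *n* = 6) in the other HOX livers, and without it the change was −0.48 (SE 0.149), short of the threshold with edgeR and past it with DESeq2. RNA of *NFE2L2*, which encodes NRF2, and of *NQO1* was not analysed here.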

There was no difference in NRF2 protein abundance (*P = *0.564) or its downstream targets NQO1 (*P = *0.501), an enzyme that prevents ROS by reducing quinones, or the mitochondrial antioxidant SOD2 (*P = *0.375), despite decreased *SOD2* gene expression in HOX livers.

### Relationships between fetal hepatic collagen deposition and stress metabolites

We performed a correlation analysis to assess the putative causal or consequential roles of fetal hypoxia and stress‐related liver metabolites on increased hepatic collagen deposition (Fig. 7*A*). We used PSR staining and SHG signal area, which were positively correlated (*r* = 0.057, *P = *0.0344), to represent hepatic collagen deposition. PSR was positively correlated with blood haemoglobin and liver tissue urate, AMP, sphingosine and biliverdin levels. SHG was positively correlated with the liver tissue G‐S‐G index and 5‐oxyproline levels. Blood haemoglobin, as a readout of fetal hypoxia, was associated with increased AMP and biliverdin and decreased GSH:GSSG in liver tissue. The full correlation matrix is depicted in the Appendix (Fig. A1).

**Figure 7:**
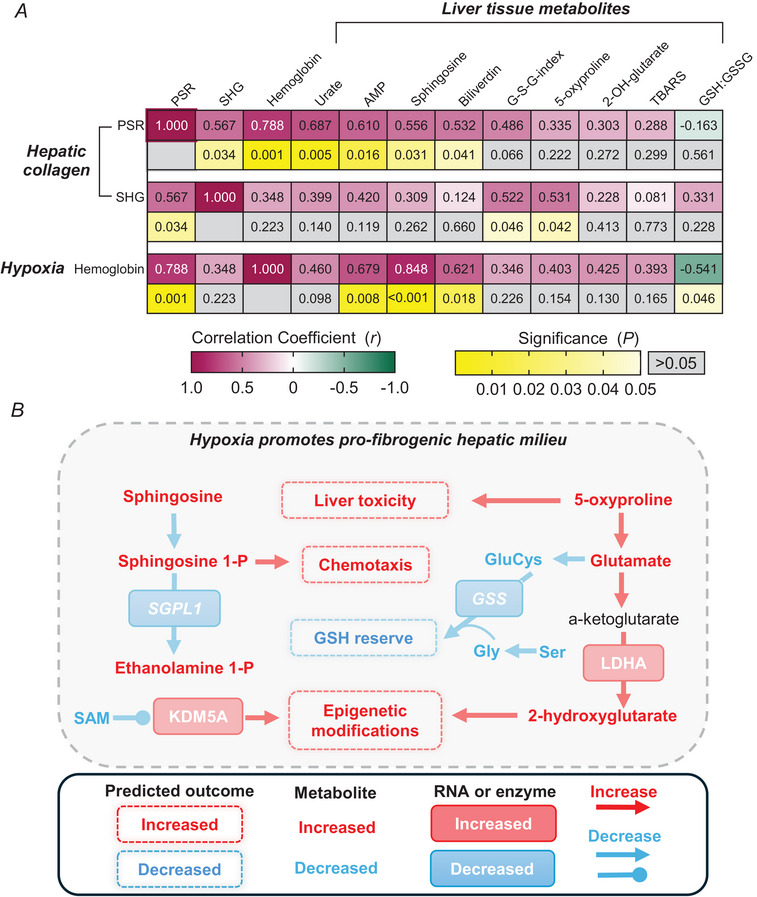
Relationship between hepatic collagen, hypoxia, and stress markers in late gestation fetal liver *A*) correlations between hepatic collagen measured by percent staining area of picrosirius red (PSR) and second harmonic generation (SHG) signal area in periportal regions, plasma haemoglobin, and hepatic metabolites indicative of stress including glutamate‐serine‐glycine (G‐S‐G‐index), lipid peroxidation (TBARS) and glutathione to glutathione disulfide (GSH:GSSG). Values indicate Pearson correlation coefficients (*r*) and *P* values. Measurements were used from normal (CON, *n* = 9) and hypoxic (HOX, *n* = 7) fetal livers. *B*) diagram showing relationship between regulated RNA, enzymes and metabolites along with predicted outcomes in hypoxic fetal liver. GSH, glutathione; Gly, glycine; Ser, serine; GluCys, glutamly‐cysteine; *GSS*, glutathione synthase; LDHA, lactate dehydrogenase A, *SGPL1*, sphingosine‐1‐phosphate lyase 1; KDM5A, lysine demethylase 5A; SAM, *S*‐adenosyl‐l‐methionine. [Colour figure can be viewed at wileyonlinelibrary.com]

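Expression of *SGPL1* (ENSOARG00020014065), which encodes the lyase that degrades sphingosine-1-phosphate, was 75.1 ± 4.82 CPM in CON and 80.4 ± 48.1 in HOX livers. This gave a log2 fold change of 0.10 (SE 0.213, adjusted *P* = 0.872), smaller than the spread between HOX livers. HOX animal 1 had 189 CPM and the other 6 HOX livers had 62.3 ± 5.43 (SD, *n* = 6). All 6 of these livers were below the CON mean, and without HOX animal 1 the change was −0.27 (SE 0.0681), short of the threshold with edgeR and past it with DESeq2.

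**Figure D5:**
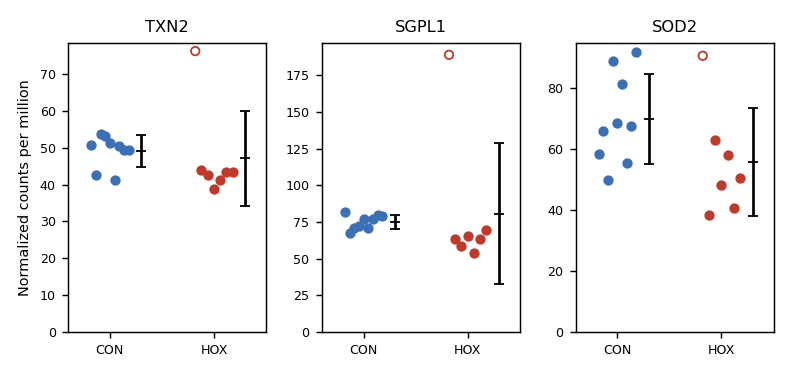
Normalized counts (CPM) of *TXN2*, *SGPL1* and *SOD2* in 9 CON (blue) and 7 HOX (red) livers. Each point is 1 liver, the open marker is HOX animal 1, and bars are the mean ± SD. In *TXN2* and *SGPL1*, HOX animal 1 lies above every other liver, at 76.3 and 189 CPM, and in *SOD2* it lies above the other HOX livers, at 90.5.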

## Discussion

Hypoxic pregnancy increased fetal hepatic collagen deposition, indicating liver injury, in association with a unique profile of liver stress metabolites and adaptations in central carbon metabolism. The metabolomics and transcriptomics approaches predicted disruptions in mitochondrial dysfunction and decreased oxidative phosphorylation. In support, we found potentiation of the gluconeogenic pathway and increased lactate production, pyruvate oxidation and AMPK activation. By contrast to the predicted effects, hypoxic livers maintained mitochondrial oxidation and antioxidant capacity. Interestingly, acylcarnitines were increased, yet hepatic triglyceride content was similar. Furthermore, there was little indication of activation of established oxidative damage stress markers, such as lipid peroxidation or oxidized glutathione. However, we uncovered a unique profile of liver stress‐related metabolites in association with periportal collagen deposition (Fig. 7*B*). Together, these adaptations may support a metabolic strategy that enables the hypoxic fetus to withstand hypoxia *in utero* and protect against overt oxidative damage yet still initiate liver collagen deposition without increased triglyceride accumulation.

Our results extend prior studies supporting that hypoxia *in utero* induces liver injury in exposed offspring. Fetal guinea‐pigs exposed to hypoxia had increased hepatic lipid peroxidation and DNA fragmentation, signs of injury, which was ameliorated by treatment with *N*‐acetylcysteine, a glutathione precursor (Hashimoto et al., 2012). In a guinea‐pig model of placental insufficiency with growth restriction, postnatal offspring exposed to hypoxia *in utero* had increased hepatic collagen deposition and more severe hepatic steatosis after postnatal western‐style diet exposure (Sarr et al., 2016). In non‐human primates, chronic maternal western‐style diet exposure increased hepatic collagen deposition in the third‐trimester fetus with persistence in the offspring at 3 years of age (Nash et al., 2023, 2021). Interestingly, these fetuses also had lower oxygenation associated with increased hepatic collagen deposition, and an intervention with the antioxidant resveratrol lowered collagen deposition (Nash et al., 2021). Indeed, children born with FGR are at increased risk of hepatic steatosis and fibrosis, hallmarks of metabolic‐associated steatotic liver disease (MASLD) (Alisi et al., 2011; Nobili et al., 2016, 2007). Further, among children with biopsy confirmed MASLD, those with lower birth weights had higher fibrosis scores (Alisi et al., 2011). Our data show increased collagen, an early sign of liver injury, that presents in late gestation in the hypoxic fetus without steatosis. Combined, these data suggest that *in utero* hypoxia promotes a profibrogenic environment in the fetal liver with long‐term consequences for liver fibrotic disease.

Interestingly, the localization of collagen within periportal *vs*. pericentral regions of the fetal liver is a distinguishing feature of paediatric compared to adult MASLD (Liu et al., 2017; Nobili et al., 2016; Schwimmer et al., 2005). In the fetus, the periportal region receives the first pass of umbilical venous blood coming from the placenta. Therefore, lower oxygen supply and associated factors entering the fetal liver during pregnancies with hypoxia may initiate periportal fibrosis. Further work is warranted to understand the interplay between oxygen supply, systemic factors and whether localized production of the stress metabolites (Fig. 7*B*) contributes to the periportal distribution of collagen deposition in the hypoxic fetal liver. Moreover, we found that increased collagen deposition occurred without steatosis. Thus, mechanisms initiating fibrosis in the fetal liver may be mediated by hypoxia *in utero* and differ from those involved in the classical progression from steatosis to MASH in adult MASLD (Liu et al., 2017).

Additionally, hypoxia impacted amino acids, glucose, pentose phosphate and one‐carbon metabolism. In the normally growing fetus, the liver utilizes lactate and amino acids for oxidative metabolism and releases glutamate, serine and pyruvate (Brown et al., 2024). In fetal sheep, serine requirements are met by endogenous production from glycine in the liver (Cetin et al., 1991; Thureen et al., 1995). HOX fetuses had decreased hepatic glycine and serine and increased glutamate content. Thus, the decrease in serine is probably a result of decreased glycine precursor and decreased expression of serine synthesis genes *PSPH* and *PSAT1*. Increased glutamate suggests increased retention and utilization of carbon atoms for anabolic and biosynthetic pathways, potentially at the expense of oxidation, in the HOX fetal liver. Furthermore, in HOX fetuses, there was increased protein levels of gluconeogenic enzymes G6PC and PEPCK‐C and increased abundance of glucose intermediates d‐fructose 1‐6‐bisphosphate, d‐glyceraldehyde 3‐phosphate and 2/3‐phospho‐d‐glycerate, yet lower glucose 6‐phosphate and no change in hepatic glucose. Thus, hypoxia may potentiate a truncated gluconeogenic pathway that permits intermediates to be generated and used for other biosynthetic pathways. Moreover, in the normal fetus, hepatic glucose production is not active, although it can be activated in response to hypoglycaemia (Houin et al., 2015) and chronic placental insufficiency (Thorn et al., 2013). Because HOX fetuses were not hypoglycaemic, the need to activate hepatic glucose production was not present. There were also shifts in metabolites in the pentose phosphate pathway and one carbon metabolism such as increased d‐erythrose 4‐phosphate, as well as decreased d‐glucono‐1‐5‐lactone 6‐phosphate and sedoheptulose 1‐phosphate in HOX livers. We also found increased acylcarnitines, however, without a decrease in abundance of oxidative phosphorylation proteins, and this may reflect decreased oxygen supply to fuel oxidation, rather than a defect in mitochondrial capacity. Moreover, lipids are minimal oxidative fuel in the fetal liver and *de novo* lipogenesis rates are low (Bell & Freetly, 2005; Girard et al., 1979). This may explain the absence of triglyceride accumulation.

In the present study, hypoxic pregnancy increased AMP content and AMPK phosphorylation in the fetal liver. AMPK mediates the cellular response to energetic stress and promotes mitochondrial health (Herzig & Shaw, 2018). Activated AMPK may help hypoxic fetuses maintain hepatic mitochondrial capacity. Additionally, AMPK activation maintains PDH activity and pyruvate oxidation via phosphorylation at unique sites (S314) that overrides inhibitory phosphorylation by pyruvate dehydrogenase kinases (PDK) at S293 (Cai et al., 2020). HOX fetuses had increased hepatic PDH activity, congruent with the increased activation of AMPK. Furthermore, our transcriptomics analysis revealed no decrease in *PD*K1, *PDK2* or *PDK4* expression in HOX liver, supporting that increased PDH activity could be attributed to AMPK activation rather than reduced PDK inhibition. AMPK also inhibits mTORC1 signalling (Saxton & Sabatini, 2017). Although mTOR phosphorylation at site Ser2448 was increased in the HOX liver, only phosphorylation of one of its downstream targets, 4EBP1, was increased. There was no increase in phosphorylation of S6. This suggests a possible impairment in nutrient sensing or a disconnect between AMPK and mTOR signalling (Saxton & Sabatini, 2017).

Fetal hypoxia increased collagen deposition without classic oxidative stress markers and steatosis. Oxidative stress is a driver of hepatic fibrosis and activation of antioxidant responses protects against tissue damage (Koyama & Brenner, 2017; Trivedi et al., 2021). Interestingly, we found no increase in TBARS, GSH or urate, which are established oxidative stress markers (Parola & Robino, 2001), nor evidence supporting decreased mitochondrial oxidation or antioxidant capacity. Rather, increased collagen deposition in the HOX liver occurred in parallel with a unique profile of hypoxia‐ and stress‐related metabolites, including biliverdin, 5‐oxoproline, 2‐hydroxyglutarate, gamma‐glutamly‐SeMC and *S*‐adenosyl‐l‐methionine. Several elevated metabolites in the HOX liver are linked to inflammation and liver injury (Fig. 7*B*). For example, an elevated GSG index is a biomarker for MASLD in adults (Gaggini et al., 2018) and overweight adolescents (Leonetti et al., 2020). HOX livers also had increased sphingosine and sphingosine‐1‐phosphate, which have been implicated in liver disease and promote chemotaxis of collagen‐producing hepatic stellate cells (Ishay et al., 2020; Lan et al., 2018; Lee et al., 2023). Additionally, 2‐hydroxyglutarate is elevated in newborns with biliary atresia (Tian et al., 2022) and some cancers (Qing et al., 2021). Furthermore, 2‐hydroxyglutarate is induced under hypoxic conditions by LDHA (Intlekofer et al., 2015; Tian et al., 2022) and provides redox buffering reducing equivalents in cells (Oldham et al., 2015). This suggests an intriguing hypothetical pathway involving increased LDHA activity and 2‐hydroxyglutarate in the development of fibrosis. The methyl donor SAM was decreased in HOX. SAM inhibits the histone methylase KDM5A, a predicted upstream regulator in our transcriptomics data (Fig. 7*B*). Also, 2‐hydroxyglutarate regulates epigenetic modifications by inhibiting histone demethylases (Ye et al., 2018). Combined, the data identify a distinct profile of stress metabolites in HOX livers that may contribute to a fibrogenic environment and underlie potential epigenetic programming.

Endogenous antioxidant capacity protects against increased ROS production during late gestation when fetal hepatic oxygen consumption increases (Thibeault, 2000). Hypoxic guinea pig fetuses had a two‐fold increase in liver glutathione content after 14 day hypoxic exposure (Oh et al., 2008). In the present study, HOX livers had decreased expression of *GSS* and glutathione precursors gamma‐glutamyl cysteine, glycine and serine and increased 5‐oxyproline, a product of glutathione breakdown that can be toxic at elevated levels (Spielberg et al., 1977; Verma et al., 2012). This suggests the consumption of glutathione reserves (Liu et al., 2014) (Fig. 7*B*). Antioxidant depletion during the fetal period may increase the risk of oxidative damage postnatally (Thompson & Al‐Hasan, 2012). Placental insufficiency‐induced FGR fetal sheep have reduced liver glutathione (Jones et al., 2019), increased liver TBARS associated with increased AMPK activation and higher AMP:ATP and lower NADH:NAD+ (Brown et al., 2024), supporting energetic and oxidative stress. Compared to adults, the fetus has lower antioxidant capacity (Asikainen et al., 1998; Elbarbry & Alcorn, 2009). During the final 10% of gestation, antioxidant enzymes such as SOD, catalase and glutathione peroxidase increase in the fetal lung in preparation for ambient oxygen levels (Frank & Sosenko, 1987). Although no changes were observed in oxidative stress markers or antioxidant genes *SOD1* or *SOD2* in HOX fetal lungs, there was an increase in antioxidant *CAT* and decreased pro‐oxidant *NOX4* in the HOX fetal lung (McGillick et al., 2017). Furthermore, the placenta of the HOX sheep in this study showed evidence of oxidative stress and activation of the unfolded protein response (Tong et al., 2022).

A limitation of the present study is that all measures are obtained at a single gestational time point. The duration of hypoxic insults and the stage of gestation at which they occur warrants further investigation across tissues to help understand how stress and metabolic effects develop and adapt over time. Furthermore, our model produced fetal hypoxia via induction of maternal hypoxia, which is highly relevant for understanding humans living at altitude. However, maternal hypoxia may produce additional effects that are not present in other pregnancy conditions, such as placental insufficiency, where the mother remains normoxic and asymptomatic. Indeed, maternal hypoxia initiated at 70% gestation, as in the present study, may limit placental function and nutrient transport to the fetus, contributing to growth restriction. Additional studies are needed to investigate this. 

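In the 16 livers, adjusted *P* values under 0.05 and under 0.10 were reached by 1 and 5 genes with edgeR and by 76 and 144 genes with DESeq2. In the 15 livers without HOX animal 1, the same thresholds gave 3 and 7 genes with edgeR and 110 and 243 with DESeq2.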

We also acknowledge that we used an FDR‐adjusted *P* value, *Q* < 0.15, in our transcriptomics analysis to maximize the number of DEGs identified. By performing functional annotation analyses of these DEGs, this represents a robust approach to identify predicted regulated pathways, alone and with our metabolomics data.

In summary, offspring born with FGR have an increased risk of developing liver metabolic disease, including MASLD, fibrosis, biliary atresia, cholestasis and insulin resistance across their lifespan (Eriksson, 2019; Feldman & Sokol, 2019; Giussani, 2021; McMillen & Robinson, 2005; Wesolowski et al., 2017). The data in our study show that hypoxic pregnancy increased fetal hepatic collagen deposition, an indicator of hepatic injury, and triggered a unique profile of liver stress metabolites and adaptations in central carbon metabolism. These data provide new insight into how chronic fetal hypoxia during FGR may trigger a fetal origin of liver metabolic diseases in offspring by initiating fibrosis and disrupting metabolic pathways.

## Additional information

### Competing interests

The authors declare that they have no competing interests.

### Author contributions

M.M.M. and S.R.W. designed the liver tissue experiments, analysed data and interpreted the data. M.M.M., S.R.W. and D.A.G. wrote the manuscript. D.A.G., W.T., K.J.B. and Y.N. generated the animal model and provided liver tissue samples. M.M.M., D.W. and J.O. performed assays and analysed data. E.D. assisted with histological analysis. All authors provided data interpretations and reviewed the manuscript.

### Funding

This work was supported by National Institutes of Health grants R01‐DK108910 (to SRW), R01‐HD134949 (to SRW), F32‐DK139657 (to MMM) and T32‐HD007186 (to MMM), and the National Institutes of Health P30‐CA06934 funded Genomics Shared Resource (RRID:SCR_021984), Cancer Centre Support Grant (P30CA046934) Mass Spectrometry Metabolomics Shared Resource (RRID:SRC_021988), the Rocky Mountain Neurological Disorders Core grant P30‐NS048154, and by Diabetes Research Centre grant P30‐DK116073. The work was also funded by the British Heart Foundation (RG/17/8/32924 to DAG) and the Loke Centre for Trophoblast Research at the University of Cambridge, UK (WT and DAG).

## Supporting information

Peer Review History

**Table S1**.
**Table S2**.
**Table S3**.
**Table S4**.
**Table S5**.

## Data Availability

RNA‐sequencing data are available on the National Centre for Biotechnology Information's Gene Expression Omnibus (GSE282736, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282736). All other data reported in this study are available within the published article and in the supplementary materials.

# Supplementary material for: Hypoxic pregnancy promotes fibrosis and increases stress metabolites in the ovine fetal liver
**Source:** J Physiol. 2025 May 5;603(10):3223–43. doi: 10.1113/JP288724
**Supplement:** Supplementary file 2 — Table S1. Table S2. Table S3. Table S4. Table S5.

**SUPPLEMENTARY MATERIALS**

**Table S1**. List of metabolites ranked by variable in projection (VIP) score.

**Table S2.** Differentially expressed genes.

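Table S2 gives the Ensembl identifier, the symbol where there is one, the log2 fold change of HOX against CON and the Q value of each gene that the paper called. All of its identifiers are in the count table, and 477 of the 487 genes had enough reads to be tested in the 16 livers. The log2 fold change in edgeR had the same sign as the paper's in 469 of the 477, and 5 of them passed the threshold. With DESeq2 the sign was the same in 470, and 200 passed. Across these genes, which are not independent replicates, the log2 fold changes of the paper and of edgeR had a Pearson correlation of 0.963. The 8 genes with the opposite sign in edgeR were *SGPL1*, *IMP4*, *RCAN1*, *MRPS31*, *NME1*, *MPC1*, *BZW2* and *GNPNAT1*, and all 8 were lower in HOX when HOX animal 1 was left out. In the 15 livers without that animal, 474 of the listed genes were tested and all 474 had the paper's sign, and DESeq2 called 456 of them.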

**Table S3.** Canonical pathways predicted using differentially expressed genes regulated by hypoxia in fetal livers.

| Canonical pathway name | -Log(*P*) | *Z*-score | Predicted activation |
| --- | --- | --- | --- |
| Granzyme A Signaling | 4.86 | 2.53 | Up-regulated |
| Metabolism of water-soluble vitamins & cofactors | 4.57 | -2.333 | Down-regulated |
| SRP-dependent cotranslational protein targeting to membrane | 4.54 | -2.309 | Down-regulated |
| Mitochondrial translation | 3.78 | -3.162 | Down-regulated |
| rRNA processing | 3.48 | N/A |  |
| Mitochondrial Dysfunction | 3.37 | 3.578 | Up-regulated |
| Oxidative Phosphorylation | 3.37 | -3.162 | Down-regulated |
| Asparagine N-linked glycosylation | 2.9 | -2.236 | Down-regulated |
| Electron transport & ATP synthesis by uncoupling proteins | 2.78 | -3.162 | Down-regulated |
| Ascorbate Recycling (Cytosolic) | 2.65 | N/A |  |
| Metabolism of non-coding RNA | 2.58 | 0 |  |
| BMAL1:CLOCK,NPAS2 activates circadian gene expression | 2.34 | 0 |  |
| Colonic Acid Building Blocks Biosynthesis | 2.22 | N/A |  |
| Nucleotide catabolism | 2.22 | -2 | Down-regulated |
| Sirtuin Signaling Pathway | 2.11 | 1.897 | Up-regulated |
| Hematoma Resolution Signaling Pathway | 2 | -2.496 | Down-regulated |
| ISG15 antiviral mechanism | 1.99 | -0.816 | Down-regulated |
| Glycine Cleavage Complex | 1.98 | N/A |  |
| GDP-mannose Biosynthesis | 1.98 | N/A |  |
| Cellular response to heat stress | 1.82 | -1 | Down-regulated |
| Detoxification of Reactive Oxygen Species | 1.78 | -1 | Down-regulated |
| Serine biosynthesis | 1.72 | N/A |  |
| Chaperone Mediated Autophagy | 1.72 | N/A |  |
| Vitamin-C Transport | 1.72 | N/A |  |
| Interconversion of nucleotide di- and triphosphates | 1.66 | N/A |  |
| Pyrimidine Ribonucleotides De Novo Biosynthesis | 1.66 | -2 | Down-regulated |
| Post-translational protein phosphorylation | 1.63 | -1.89 | Down-regulated |
| Heme Biosynthesis II | 1.62 | N/A |  |
| Tryptophan Degradation III (Eukaryotic) | 1.61 | N/A |  |
| DHCR24 Signaling Pathway | 1.6 | -1.414 | Down-regulated |
| Adenine and Adenosine Salvage VI | 1.56 | N/A |  |
| D-mannose Degradation | 1.56 | N/A |  |
| Neutrophil Extracellular Trap Signaling Pathway | 1.56 | -1.807 | Down-regulated |
| Dolichyl-diphosphooligosaccharide Biosynthesis | 1.53 | N/A |  |
| Signaling by Erythropoietin | 1.52 | N/A |  |
| Phase II - Conjugation of compounds | 1.46 | -1 | Down-regulated |
| Complement cascade | 1.46 | -2 | Down-regulated |
| Phenylalanine and tyrosine metabolism | 1.45 | N/A |  |
| Interferon Signaling | 1.43 | N/A |  |
| Glucocorticoid Receptor Signaling | 1.4 | N/A |  |
| Regulation of IGF transport & uptake by IGFBPs | 1.38 | -1.89 | Down-regulated |
| Advanced glycosylation endproduct receptor signaling | 1.38 | N/A |  |
| Mitotic Prophase | 1.36 | 0 |  |
| TP53 Regulates Transcription of Cell Cycle Genes | 1.34 | 1 | Up-regulated |

^a^Listed in order of *P*-value.

^b^Positive Z-score indicates predicted pathway up-regulation and negative scores indicate predicted down-regulation. A N/A z-score indicates that IPA software did not predict a score and did predict a pathway activation state.

**Table S4.** Predicted upstream regulators.

^a^Listed in order of p value.

^b^Positive Z-score indicates predicted activated upstream regulator pathways and negative scores indicate predicted inhibited regulator pathways. A N/A z-score indicates that IPA software did not predict a score and did predict a pathway activation state.

**Table S5.** Predicted metabolic pathways enriched in differentially expressed genes and top 40 metabolites with the highest-ranking VIP scores.

| Pathway | -Log(*P*) | Enrichment ratio |
| --- | --- | --- |
| Protein export | 4.124 | 10.916 |
| Glycine, serine and threonine metabolism | 3.380 | 4.463 |
| Ribosome | 3.016 | 3.282 |
| N-Glycan biosynthesis | 2.737 | 3.994 |
| Protein processing in endoplasmic reticulum | 2.634 | 2.919 |
| Endocytosis | 2.296 | 2.363 |
| Huntington disease | 2.231 | 2.562 |
| Mineral absorption | 2.113 | 3.463 |
| Oxidative phosphorylation | 2.005 | 2.696 |
| Glycerophospholipid metabolism | 2.005 | 2.696 |
| Non-alcoholic fatty liver disease (NAFLD) | 1.973 | 2.660 |
| Glutathione metabolism | 1.955 | 3.205 |
| Thermogenesis | 1.891 | 2.175 |
| Parkinson disease | 1.878 | 2.559 |
| Purine metabolism | 1.834 | 2.232 |
| Ribosome biogenesis in eukaryotes | 1.736 | 2.869 |
| Central carbon metabolism in cancer | 1.718 | 2.842 |
| RNA transport | 1.717 | 2.391 |
| Complement and coagulation cascades | 1.667 | 3.138 |
| Cysteine and methionine metabolism | 1.613 | 2.690 |
| Peroxisome | 1.605 | 3.025 |
| Alzheimer disease | 1.584 | 2.257 |
| Vitamin B6 metabolism | 1.528 | 4.431 |
| Synaptic vesicle cycle | 1.473 | 2.790 |
| Pyrimidine metabolism | 1.455 | 2.469 |
| Amino sugar and nucleotide sugar metabolism | 1.438 | 2.253 |
| Glyoxylate and dicarboxylate metabolism | 1.438 | 2.729 |
| Glycosylphosphatidylinositol (GPI)-anchor biosynthesis | 1.375 | 3.862 |
| Phenylalanine, tyrosine and tryptophan biosynthesis | 1.348 | 3.766 |

How the deposited data were processed for this re-analysis (not part of the article)

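RNA from the livers of 16 fetal sheep was measured by bulk RNA sequencing, 9 from normal (CON; 5 male, 4 female) and 7 from hypoxic pregnancies (HOX; 3 male, 4 female). HOX ewes were kept at 10% inspired O2 from 105 days of gestation (term about 147). The paper gives collection at 138 days, and the design text deposited with the data gives about 130. The condition, animal number and sex of each liver were taken from the sample labels, and all 16 columns of the count table were used. Other assays of the study were not analysed here.

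The authors extracted total RNA (RIN 6.9 to 8, 100 ng per library), sequenced polyA-enriched libraries as paired reads of 2 × 150 bp, mapped them with STAR to ARS-UI_Ramb_v1.0 with its Ensembl annotation, and deposited raw counts of reads per gene. The counts are whole numbers for 26478 genes in each liver, neither normalized nor filtered, and 5307 genes had 0 reads in every liver. The paper's text does not name the counting rule or the use of strand, so counts of genes with near-identical copies and of overlapping or antisense genes are uncertain. Such genes include those encoded by mitochondrial DNA and the ribosomal protein genes. Total counts per liver ranged from 23955166 to 33952503, with a mean of 27350613. The paper states 80 M paired reads as the depth and about 58 M total reads on average, 66% of them uniquely mapped. All values here use the counted reads. The read minimum of 250 applies to at least 8 livers, so a tested gene can have fewer reads in the others. *DNAJC22*, for example, had 100 reads in HOX animal 7. Counting error was not compared with the spread between livers gene by gene. The counting noise between any pair of livers was exceeded at least 63.2 times (chi-square per degree of freedom), so no pair of libraries is a duplicate.

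Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and tables and plots were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. In the main test, 8580 genes with at least 250 reads in at least 8 livers were fitted with edgeR's quasi-likelihood model (TMM normalization, robust=FALSE, no covariate). HOX was compared with CON, *P* values were adjusted by the Benjamini-Hochberg procedure, and genes with an adjusted *P* under 0.15 were called. The threshold is the paper's, and the filter follows the paper's text. That text can also be read as a minimum reached in more than 8 livers, which was run as an alternative. The paper states that 8727 genes were left after filtering, and neither reading gave that number. The first kept 8580 genes and the second 8424, and the cause of the gap was not found. The paper names DESeq2 for this comparison. The design written before the data were examined had edgeR as the main test and DESeq2 as an alternative, and it was kept. The standard error of a log2 fold change was taken from the unshrunken coefficient and the F statistic. Log2 CPM values were computed with a prior count of 2.

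Each test was run on simulated counts for the 8580 genes, drawn from the means and totals of the real libraries, with 200 genes changed by 1 on the log2 scale. edgeR recovered 188 of the 200 with 22 false calls (10.5% of its calls), and 1 gene was called in the wrong direction. DESeq2 recovered 192 with 58 false calls (23.2%), limma-voom 186 with 21, and edgeR with robust=TRUE 185 with 21. The interaction of sex and treatment, tested on changes of 2 on the log2 scale, recovered 188 with 24 false calls. The simulated genes were drawn independently of each other, and no liver was set apart as HOX animal 1 is. Smaller changes were not simulated. The recovery therefore does not measure the power of the tests in the real livers.

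The genes to be named in the text were set by rule before the data were examined. They are every gene that the paper names from its RNA sequencing data and, among genes with a symbol, the 5 that rose and the 5 that fell with the smallest *P* among the calls. Other genes given are outside this rule. They are members of the gene lists, the called gene without a symbol (ENSOARG00020010401), the genes with a sign opposite to that in Table S2, and *AFP*. The count table lists identifiers only. Symbols came from Table S2, which has 487 identifiers, all in the count table, and 438 symbols. The gene table of another sheep assembly, ARS-UI_Ramb_v3.0, holds 0 identifiers of this series and gave no names. *PDK1*, *PDK2* and *PDK4*, which the paper also names, are not in Table S2 and were not analysed here.

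Gene set tests with camera and fry were part of the design and were not run. Members of the 22 gene lists could be found only through Table S2, whose genes were called on these same livers, so a test of such members against the other genes would be void. Lists with at least 3 tested members (13 lists) are described by the number of members in each direction and their median log2 fold change. Another 5 lists have 1 or 2 tested members, 1 of which is not reported here, and 4 have 0. Length and GC content of genes were not tested, so an effect of either on the medians of the lists is not excluded.

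Alternatives changed 1 choice at a time. They covered the test (DESeq2, with and without independent filtering and Cook's cutoff, and limma-voom with sample quality weights), the normalization (RLE, upper-quartile, library size only, and TMM without the 10 most abundant genes) and the filter. Further ones were the threshold, robust fitting, covariates (sex, animal number as a block, 1 surrogate variable, and the mean of 4 erythroid genes), each sex alone, and each liver left out in turn. After the fits that left out 1 liver, DESeq2 and edgeR with robust=TRUE were also run without HOX animal 1, as was the interaction, and DESeq2 was run with each liver left out in turn. The response of male and female fetuses was compared by the interaction of sex and treatment. Counts of calls were set against 100 splits of the livers into groups of the same sizes, the real one included, drawn with a fixed seed. Correlations across livers were computed within each group, with exact permutation tests (two-sided). A liver far from its group was identified by Dixon's ratio.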

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

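For each reported measure, the gap between the most extreme liver of a group and its nearest neighbour was divided by the range of the group (Dixon's ratio). Of 82 such groups, 10 were past the 95% critical value, against 4.1 by chance. All 10 came from 2 livers, 6 from HOX animal 1 and 4 from CON animal 6. The test of HOX animal 1 for another tissue or other cells and all tests of CON animal 6 were chosen only after the result was seen.

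HOX animal 1 was far above the other HOX livers in *TXN2* (ratio 0.818), in *SGPL1* (0.798), in the mean of the mitochondrial ribosome genes that Table S2 names (0.721) and in that of the nuclear-encoded oxidative phosphorylation genes (0.691). It was outside the range of the other 15 livers in 3903 of the 8580 tested genes (ratio 0.816), where the other livers were so in 421 to 1930 genes and 1072.5 would be the share of each liver by chance. Its median rank correlation with the other livers was 0.847 (ratio 0.758), against 0.917 to 0.944 for the others. Compared with the median of the other livers, 489 genes were over 2-fold higher and 687 over 2-fold lower in it.

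The tables argue against 5 technical explanations for HOX animal 1. With every library thinned to 23955166 reads, 3895 of its genes stayed outside the range of the others, and the next liver had 1954, which argues against sequencing depth. The rank correlation of raw counts, 0.847, is untouched by normalization and was below that of every other liver. Without the 10 most abundant genes, 3910 of its genes were outside the range and at most 1923 of any other liver's were, so a few genes taking most of the counts are not the source. The 50 most abundant genes of the other livers had a median log2 ratio of −0.59 in it (−0.13 to 0.37 in the others), and 10 of the 50 were below −1. They held 35.8% of its reads and 41.9% in the other livers. This argues against another tissue, or a tube of mostly other cells, although a smaller share of other cells stays open. A mislabelled fetus of the other sex is also argued against as the source of so many outlying genes, although 1 gene is too little to check the label itself. In the other 15 livers 1 gene differed between the sexes, HOX animal 1 lay nearer its labelled sex in it, and a difference of 1 gene is small beside 3903. That last comparison was made after the count was known.

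What remains open for HOX animal 1 was not tested. It includes the quality of its RNA and the handling or site of its tissue sample, for which no value per liver was used here, and a state of that fetus, such as illness or a different response to hypoxia. The other 6 HOX livers do not share the pattern, so hypoxia alone, the condition of the design, does not set this liver apart. Without it, the log2 fold change of TXN2 was −0.21, that of SGPL1 was −0.27, and the medians of the mitochondrial ribosome and nuclear-encoded oxidative phosphorylation genes were −0.33 and −0.38. With all 16 livers these were −0.06, 0.10, −0.21 and −0.15.

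CON animal 6 had the lowest *SLC38A2* (ratio 0.544) and the highest *PSAT1* (0.565) of the CON livers. It was outside the range of the others in 1930 genes (ratio 0.527), and its median rank correlation was 0.917 (ratio 0.598). After thinning to equal depth it had 1954 genes outside the range, and the 14 livers other than it and HOX animal 1 had at most 1209, which argues against sequencing depth. Its rank correlation, 0.917, lay below the 0.921 of the lowest of those 14, by a small margin, and does not depend on normalization. Without the 10 most abundant genes it had 1923 genes outside, against at most 1191 in the 14. The design gives no biological explanation for a single CON liver, and none was tested. Without CON animal 6 the log2 fold change of SLC38A2 was 0.86 and the log2 fold change of PSAT1 was −0.80, and edgeR called 10 genes in place of 5.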

How the results depend on the processing

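All alternatives were set before the data were examined, except those that combine leaving out HOX animal 1 with another choice and the DESeq2 fits without other livers, which were chosen after seeing the data. The gene set tests (camera with a preset or an estimated correlation, and fry) were not run, because Table S2, the source of the members, was selected on these livers.

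edgeR called 5 genes in the 16 livers, all lower in HOX. The same 5 genes were called with RLE size factors, upper-quartile normalization, TMM without the 10 most abundant genes, robust=TRUE, and a minimum of 250 reads in more than 8 livers, and 4 of them were called with sex as a covariate. More genes, with these 5 among them, were called by the DESeq2 Wald test (237; 99 higher, 138 lower), by DESeq2 without independent filtering and Cook's cutoff (232; 99 higher, 133 lower), by limma-voom with sample quality weights (146; 51 higher, 95 lower) and with 1 surrogate variable (9, all lower). The count was 1 with library size only, with no filter, with filterByExpr, with an adjusted p under 0.05 and with the erythroid score as a covariate, and that gene, GPD1, was one of the 5. Male fetuses only gave 2 calls, 1 of them shared with the 5, and female fetuses only gave 0, with 446 genes at an unadjusted p under 0.05. With no filter, 21171 genes were tested, and with filterByExpr 15065, and the fits of 1 sex hold fewer livers. For the other settings the cause was not tested. With library size only, the genes at an unadjusted p under 0.05 were 912 higher and 244 lower, against 492 and 530 with TMM.

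Across the 16 edgeR fits that each left out 1 liver, the count ranged from 1 to 47. It was 47 without HOX animal 5 (22 higher, 25 lower), 12 without HOX animal 1 (3 higher, 9 lower), 10 without CON animal 6, 8 without CON animal 2 and 7 without HOX animal 4. It was 4 without CON animal 5 or 7, 3 without CON animal 1, 2 without CON animal 3 or 8, and 1 without CON animal 4 or 9 or HOX animal 2, 3, 6 or 7. All 5 genes were among the calls without HOX animal 1, HOX animal 5, CON animal 2 or CON animal 6, and *GPD1* was called in all 16 fits. DESeq2 and without HOX animal 1 gave 523 calls (221 higher, 302 lower), and edgeR robust=TRUE and without HOX animal 1 gave 12. DESeq2 without each other liver called between 99 (without HOX animal 7) and 496 (without HOX animal 5).

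Other splits of the livers into groups of the same sizes show how often such counts arise. With edgeR, 4 of the 100 splits of the 16 livers, the real one included, gave at least 5 calls, and the largest count was 226. With DESeq2, 6 of 100 gave at least 237, and the largest was 784, so the DESeq2 count in the 16 livers is not beyond what regrouping gives at 1 in 20. Without HOX animal 1, 2 of 100 gave at least 12 calls with edgeR, and 1 of 100, the real split, gave 523 with DESeq2, where the largest other count was 280. For the interaction of sex and treatment, 67 of 100 splits gave at least as many genes at an unadjusted p under 0.05 with edgeR, a measure taken up after the interaction had 0 calls, and 37 of 100 gave at least 6 calls with DESeq2.

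The animal numbers were tested as a pairing of the livers. Over the 7 numbers that both groups share, the correlation of the deviations from the group means was between −0.314 and 0.153, and 3 pairs were over 0.1, so the numbers do not pair the livers. A fit with the number as a replicate block gave 0 calls, with 756 genes at an unadjusted p under 0.05, and a log2 fold change of SGPL1 of −0.026.

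The interaction gave 0 calls with edgeR, at an adjusted p under 0.05, with filterByExpr and without HOX animal 1. At an unadjusted p under 0.05 there were 281 genes in the 16 livers (3.28% of those tested), 613 with filterByExpr and 273 without HOX animal 1. The DESeq2 Wald test of the interaction called 6 genes in the 16 livers and 6 in the 15 livers without HOX animal 1. The cause was not tested.

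Of the 487 genes in Table S2, 5 were called by edgeR, 200 by the DESeq2 Wald test, 456 by DESeq2 and without HOX animal 1, and 12 by edgeR robust=TRUE and without HOX animal 1.

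The 24 named genes have 864 values under 36 alternatives. Of these, 732 kept their direction and their side of the threshold, 57 were weaker, 62 were stronger and 13 were reversed. With the erythroid score as a covariate, the log2 fold change of SLC6A9 was −0.13, that of EPOR was −0.13 and that of TXN2 was 0.021. *EPOR* is 1 of the 4 genes in that score, so its fall there is built in, although it is counted among the 13 reversals. Table S2 lists all 4 as higher in HOX on these livers, so a part of the fall of *SLC6A9* may be built in too. With the mean of the other 3 (*ANK1*, *CPOX* and *TFRC*) as the covariate, the log2 fold change of EPOR was −0.11 (SE 0.225). The log2 fold change of TXN2 was also above 0 with library size only (0.0093) and in female fetuses only (0.14), and ranged from −0.21 without HOX animal 1 to 0.0041 without HOX animal 4 across the fits that left out 1 liver. The log2 fold change of SGPL1, 0.10 in the 16 livers, ranged from −0.27 without HOX animal 1 to 0.20 without HOX animal 5. It was −0.25 with limma-voom with sample quality weights, −0.21 with 1 surrogate variable, −0.38 in male fetuses only, −0.26 with DESeq2 and without HOX animal 1, and −0.27 with edgeR robust=TRUE and without HOX animal 1. HOX animal 1 is a female, so the male fits leave it out by construction. For the other reversals the cause was not tested.

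The medians of 9 of the 13 gene lists kept their sign under every alternative that was run. The median of the nuclear-encoded oxidative phosphorylation genes was 0.02 in female fetuses only, a group that includes HOX animal 1. That of the erythroid genes was −0.01 with their own score as a covariate. The medians of the ATF4 targets and of the cytosolic ribosome genes, 0.05 and 0.06 over members that go both ways, changed sign under several. Without HOX animal 1 they were −0.58 and −0.06.

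Depth limits which genes were tested. In the 16 livers, 10 genes of Table S2 were under the read minimum, and 5307 genes had 0 reads in every liver. *SLC7A1* was under the minimum without HOX animal 1.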

Differences from the paper's values

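The paper reports 487 DEGs, 163 higher and 324 lower in HOX, and edgeR called 5 in the 16 livers, 0 higher and 5 lower. None of the alternatives set before the data were examined came within 1.5 times of these counts. The closest was the DESeq2 Wald test with 237 calls, 99 higher and 138 lower. Settings chosen after seeing the values came within 1.5 times of the paper's total: DESeq2 and without HOX animal 1 (523; 221 higher, 302 lower), DESeq2 without HOX animal 5 (496; 249 higher, 247 lower) and DESeq2 without CON animal 5 (421; 224 higher, 197 lower). Among the same added fits, the number higher was also within 1.5 times without CON animal 1 (130), HOX animal 4 (122) or HOX animal 6 (119).

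For *SLC38A2* the log2 fold change was 0.92, and the paper's is 0.537. It fell within the paper's value with limma-voom with sample quality weights (log2 fold change of SLC38A2 0.50), with 1 surrogate variable (0.60) and without HOX animal 1 (0.55), and the other alternatives set before the data were examined did not close the gap. DESeq2 and without HOX animal 1 (0.55) and edgeR robust=TRUE and without HOX animal 1 (0.55), chosen after seeing the values, also did.

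For *TXN2* the log2 fold change was −0.060, and the paper's is −0.228. In the alternatives, the log2 fold change of TXN2 came near it with limma-voom with sample quality weights (−0.20), with 1 surrogate variable (−0.19), in male fetuses only (−0.26) and without HOX animal 1 (−0.21). The other alternatives set before the data were examined did not. Without HOX animal 1 it was −0.21 both with DESeq2 and with edgeR robust=TRUE, settings chosen after seeing the values.

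For *SGPL1* the log2 fold change was 0.10, and the paper's is −0.279. Under the alternatives, the log2 fold change of SGPL1 came near it with limma-voom with sample quality weights (−0.25), with 1 surrogate variable (−0.21), in male fetuses only (−0.38) and without HOX animal 1 (−0.27). The other alternatives set before the data were examined did not. Without HOX animal 1 it was −0.26 with DESeq2 and −0.27 with edgeR robust=TRUE, settings chosen after seeing the values.

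The paper's text has *SLC6A9* as decreased in HOX livers. Here its log2 fold change was 0.75, higher in HOX, and Table S2 of the paper lists 0.889. It was below 0 under 1 alternative, with the erythroid score as a covariate (log2 fold change of SLC6A9 −0.13).

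The paper calls all 22 of the genes it names that Table S2 pairs with an identifier, and edgeR called *GSS* and *GPD1*. DESeq2, with or without independent filtering and Cook's cutoff, called 16 of the 22, leaving out *SLC6A9*, *TXN2*, *PLA2G12B*, *EPOR*, *SOD2* and *SGPL1*. DESeq2 and without HOX animal 1, chosen after seeing the values, called all 22. Besides *GSS* and *GPD1*, limma-voom called *GSTO1*, *MGST1*, *PSAT1*, *AOX1*, *PLD1*, *EIF4B* and *COX3*, and edgeR with 1 surrogate variable called *PSAT1*. edgeR called *GSTO1* and *MGST1* without HOX animal 4, *GSTO1*, *PSAT1* and *EIF4B* without HOX animal 5, and *AOX1* without HOX animal 1. *AOX1* was also called with robust=TRUE and without HOX animal 1, chosen after seeing the values.

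Of all genes in Table S2, edgeR called 5 in the 16 livers. Settings that called more were DESeq2 (200), DESeq2 without independent filtering and Cook's cutoff (195), limma-voom with sample quality weights (143), 1 surrogate variable (9), and edgeR without HOX animal 5 (44), HOX animal 1 (12), CON animal 6 (10), CON animal 2 (8) or HOX animal 4 (7). Among fits chosen after seeing the values, DESeq2 called 456 of them without HOX animal 1 and at most 247 without any other liver, and edgeR with robust=TRUE called 12 without HOX animal 1.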

Other observations

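The comparison of Table S2 with fits that leave out 1 liver, the rank of *EPOR* and *SLC6A9* among all genes, and the choice of *AFP* were made only after the result was seen.

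The log2 fold changes in Table S2 of the paper differ from those of all 16 livers, by up to 1.25 with DESeq2, and a candidate explanation is a fit without HOX animal 1. With DESeq2 and without that liver, the largest difference from a Table S2 value over 474 genes was 0.0262 (median 0.0152). In the 15 DESeq2 fits that each left out another liver, the largest difference was at least 0.537 (median at least 0.0716). The correlation across genes, which are not independent replicates, was 0.999995 without HOX animal 1. With edgeR, the fit without HOX animal 1 came about as near, with a largest difference of 0.0269, and in the 15 that each left out another liver it was at least 1.12. HOX animal 1 lay on the opposite side of the CON median from the Table S2 sign in 216 of 477 genes, and the other HOX livers did so in 1 to 37. The paper gives *n* = 7 HOX livers and states that no outliers were excluded. A fit without HOX animal 1 matches the table in log2 fold changes but not in full, since DESeq2 then called 523 genes, 456 of them in Table S2. How the paper's values were made was not established, and other procedures that give this liver little weight may lead to the same values. Fits to all 16 livers by limma-voom with sample quality weights and by edgeR with 1 surrogate variable came less near. Their largest differences were 0.403 and 0.377, which argues against these fits as the source. Further procedures were not tried. The pattern concerns the analysis and no biological explanation was tested.

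*EPOR* and *SLC6A9* were higher in HOX livers, and more erythroid cells, or more erythroid RNA per cell, in those livers are a candidate explanation. The erythroid list, written before the data were examined, has 44 genes, and Table S2 names 4, *ANK1*, *CPOX*, *EPOR* and *TFRC*, all picked by the study from these livers and all found in liver RNA. *TFRC* is also in the HIF list. All 4 were higher in HOX, with a median log2 fold change of 0.73 (*ANK1* 0.64, *CPOX* 0.78, *TFRC* 0.67). None of the 4 passed the threshold in the 16 livers with edgeR or DESeq2, and DESeq2 called all 4 without HOX animal 1. Without that liver DESeq2 called 456 of the 474 tested genes of Table S2, so these 4 calls are not independent evidence. *EPOR* followed the mean of *ANK1*, *CPOX* and *TFRC* between livers within both groups. Pearson's r was 0.890 in CON (*n* = 9, exact permutation *P* = 0.00123) and 0.914 in HOX (*n* = 7, exact permutation *P* = 0.00635), and Spearman's rho was 0.750 (exact permutation *P* = 0.0255) and 0.893 (exact permutation *P* = 0.0123). Without the 2 livers farthest from the median, r was 0.674 and 0.754. Over the 4 relations computed, the Benjamini-Hochberg values of r for *EPOR* were 0.00278 and 0.00847. With the mean as a covariate, the log2 fold change of *EPOR* was −0.11 (SE 0.225), against 0.93 without it. Its correlation within groups ranked 26 of 8577 genes.

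For *SLC6A9*, r was 0.623 in CON (*n* = 9, exact permutation *P* = 0.0740, Benjamini-Hochberg value 0.0740) and 0.925 in HOX (*n* = 7, exact permutation *P* = 0.00139, Benjamini-Hochberg value 0.00278). Spearman's rho was 0.617 (exact permutation *P* = 0.0857) and 0.964 (exact permutation *P* = 0.00278). Without the 2 farthest livers r was 0.212 in CON and 0.851 in HOX, so the relation in CON rests on those livers. With the covariate its log2 fold change was −0.12 (SE 0.270), and its rank was 255 of 8577. In the CON livers the relation is too weak to decide, so for *SLC6A9* an erythroid source and a change in other cells cannot be told apart. For *EPOR* the correlations within groups go with an erythroid source. A change in the number of erythroid cells and a response to hypoxia within them were not separated by these data, and the latter remains an untested biological explanation.

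*AFP*, which the paper does not discuss, had the lowest log2 fold change of all tested genes, −2.99 (SE 0.665), and did not pass the threshold with edgeR (adjusted *P* = 0.224), although DESeq2 called it. It measured 603 ± 654 CPM (SD, *n* = 9) in CON, from 47.1 to 2156, and 75.6 ± 41.8 (SD, *n* = 7) in HOX, from 18.2 to 132. The log2 fold change was −2.41 without CON animal 3 and −3.06 without HOX animal 1, the former being the smallest change of the 16 fits that left out 1 liver. The value in Table S2 of the paper is −3.072.

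For the other gene lists, the members are likewise those that Table S2 names. Of 39 HIF targets, *MXI1* (0.60, SE 0.195) and *TFRC* were higher in HOX and *BHLHE40* (−0.40, SE 0.190) was lower, with a median of 0.60. All 6 tested interferon-stimulated genes of 43 were lower, with a median of −0.33 and of −0.51 without HOX animal 1. The 5 hepatocyte genes of 37 were lower, with a median of −0.42. Of the cytosolic ribosome genes, *RPLP0* (0.33) and *RPL12* (0.25) were higher and *RPS27L* (−0.42) and *RPL26L1* (−0.13) were lower. The 3 NRF2 targets had a median of −0.75, and the 3 genes of oxidative phosphorylation encoded by mitochondrial DNA one of −0.44. The single tested members of 3 lists were *TGFBI* (stellate cells and fibrosis, −0.50, SE 0.215), *CD163* (Kupffer cells, −0.60, SE 0.231) and *CD34* (endothelium, 1.04, SE 0.292). Of the transcripts of the proteins blotted in the paper, *SOD2* and *NDUFB8* (−0.18, SE 0.1001) were tested. Fibrillar collagen, proliferation and glucocorticoid-responsive genes and the predicted regulators had 0 members in Table S2. None of the genes named in this paragraph passed the threshold with edgeR in the 16 livers. DESeq2 called 1 of the 3 HIF targets there, 2 of the 6 interferon-stimulated, 3 of the 5 hepatocyte and 2 of the 4 cytosolic ribosome genes, and it called all members of these 4 lists without HOX animal 1. The calls without HOX animal 1 are not independent evidence, because DESeq2 then called 456 of the 474 tested genes of Table S2. DESeq2 also called *CD34* in the 16 livers, and did not call *TGFBI*, *CD163*, *SOD2* or *NDUFB8* there.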
